# LRIG1 is a gatekeeper to exit from quiescence in adult neural stem cells

**DOI:** 10.1038/s41467-021-22813-w

**Published:** 2021-05-10

**Authors:** María Ángeles Marqués-Torrejón, Charles A. C. Williams, Benjamin Southgate, Neza Alfazema, Melanie P. Clements, Claudia Garcia-Diaz, Carla Blin, Nerea Arranz-Emparan, Jane Fraser, Noor Gammoh, Simona Parrinello, Steven M. Pollard

**Keywords:** Growth factor signalling, Neural stem cells, Quiescence

## Abstract

Adult neural stem cells (NSCs) must tightly regulate quiescence and proliferation. Single-cell analysis has suggested a continuum of cell states as NSCs exit quiescence. Here we capture and characterize in vitro primed quiescent NSCs and identify LRIG1 as an important regulator. We show that BMP-4 signaling induces a dormant non-cycling quiescent state (d-qNSCs), whereas combined BMP-4/FGF-2 signaling induces a distinct primed quiescent state poised for cell cycle re-entry. Primed quiescent NSCs (p-qNSCs) are defined by high levels of LRIG1 and CD9, as well as an interferon response signature, and can efficiently engraft into the adult subventricular zone (SVZ) niche. Genetic disruption of *Lrig1* in vivo within the SVZ NSCs leads an enhanced proliferation. Mechanistically, LRIG1 primes quiescent NSCs for cell cycle re-entry and EGFR responsiveness by enabling EGFR protein levels to increase but limiting signaling activation. LRIG1 is therefore an important functional regulator of NSC exit from quiescence.

## Abstract (web summary)

How neural stem cells can transition between states of proliferation and quiescence is unclear. Here, the authors identify Lrig1 as a specific marker for the primed quiescent state and demonstrate that Lrig1 maintains cells in a quiescent state via modulation of the EGFR pathway.

## Introduction

Homeostasis in many adult tissues requires the balancing of stem cell proliferation and differentiation. Tissue stem cells often reside in a non-cycling quiescent state. Generation of new cells that are needed for tissue turnover and repair therefore requires tight regulation as cells transit from dormant or slow-cycling states, into rapid proliferation. The mechanisms controlling this fundamental process are not well understood, but once determined may open up new rational therapeutic strategies to control stem cell activity to treat disease or tissue injury^1,2^. Understanding regulation of quiescence is also of importance in oncology, as quiescent cancer cells evade standard cytotoxic therapies and drive regrowth of the tumor.

Neural stem cells (NSCs) are situated within two major neurogenic zones of the adult mouse brain: the sub-granular zone of the hippocampus (SGZ)^3^, and the subventricular zone (SVZ) lining the lateral ventricles^4^. SVZ NSCs are responsible for the production of neuroblasts that migrate along the rostral migratory stream (RMS), destined for terminal neuronal differentiation in the olfactory bulb (OB)^4^. Adult NSCs are heterogeneous with regards to cell cycle status and exist in a range of distinct quiescent and proliferative states that are poorly understood. Quiescent stem cells are by definition non-cycling and lack expression of proliferative markers such as Ki67 and MCM2^5^.

Quiescent adult NSCs express GFAP and CD133/prominin^6–8^. These cells generate the rapidly proliferating amplifying progenitors (type C cells), which are GFAP negative, and express high levels of epidermal growth factor receptor (EGFR) and mitotic markers such as MCM2^9^. NSC quiescence is controlled in vivo by a complex repertoire of signals provided by the SVZ niche^10^. These include local cell-cell interactions, secreted factors from the blood or cerebrospinal fluid, as well as longer range signals from neuronal inputs or factors secreted from the choroid plexus^11–13^. These must all be integrated by the NSCs to regulate cell behavior and fate.

A subset of GFAP-expressing NSCs in the SVZ expresses EGFR, and are actively cycling. These have been termed activated NSCs^9^. Indeed, EGF is a key mitogen for NSCs, both in vitro and in vivo^9,14–17^. Despite the complex array of signals within the NSC niche, candidates for regulating NSC fate have emerged, including BMPs, FGFs, and EGF signaling pathways. In the SVZ, BMP-2 and BMP-4 are secreted predominantly by neural stem and progenitor cells; Noggin is produced by adjacent ependymal cells that line the ventricles^18^. The BMP downstream effector, Id1 is a marker of quiescent NSCs in vivo^19^. This local niche therefore regulates the cell cycle state^14,18,20–22^.

Single-cell RNA-seq analysis has also revealed a continuum of cell states during activation of quiescent NSCs and their transition into rapidly proliferative progenitors^23^. This includes a “primed” quiescent state^23^. However, single-cell snapshots of gene expression cannot provide information on cellular dynamics. Also, clonal lineage tracing of NSC cell fate in the adult SVZ in vivo is challenging. It has therefore remained unclear whether primed GFAP^+^EGFR^+^ cells exist transiently, or instead represent a distinct and stable cell type. It also is difficult to dissect key biochemical regulatory processes in vivo, as these cell populations are rare and located deep in the adult brain. How do activated NSCs emerge from their more dormant ancestors? Do they have a unique transcriptional identity and regulatory apparatus? What mechanisms control EGFR activation and cell cycle re-entry?

Exposure of proliferating mouse NSCs to BMP-4 in culture causes cells to rapidly exit the cell cycle, downregulate NSC markers (e.g. Nestin) and upregulate astrocyte markers such as GFAP^24^, leading to the suggestion that BMP triggers terminal astrocyte differentiation. However, in vivo type B quiescent NSCs also express GFAP^7^ and can be low or negative for Nestin^25^. BMP-induced astrocytic cells may therefore be dormant NSCs, rather than terminally differentiated astrocytes as originally thought. Indeed, BMP4 triggers quiescence in adult NSCs both in vitro and in vivo^26–28^, but it remains unclear whether this requires co-stimulation of other pathways such as FGF signaling^28^ and whether distinct quiescent states are induced.

Here, we therefore explored the differences between NSCs cultured in BMP4 alone and BMP4/FGF2. We hypothesized that a distinct primed quiescent NSC state may be imposed by BMP with FGF-2 combined, whereas BMP may induce a deeper quiescent state. We report culture conditions that can capture distinct quiescent states. By cross-comparison of these distinct cell states we uncover defining molecular features of each. LRIG1, a negative regulator of RTK signaling^29^, emerges as a critical gatekeeper of the exit from quiescence. LRIG1 enables increases in EGFR protein, but constrains activation of signaling. Genetic ablation of *Lrig1* in NSCs in vivo leads an increase of proliferation. In this way, the *Lrig1*-expressing quiescent NSCs become primed, and are poised for cell cycle re-entry and subsequent transition into the activated and proliferative NSCs.

## Results

### Quiescent NSCs in vivo can be subdivided into putative deep and shallow quiescent states using a Fucci2a reporter and CD9

The Fucci system was developed to enable live cell visualization of cell cycle, as it contains fluorescent proteins with cell cycle stage-dependent degrons^30^. To understand the diversity of quiescent NSC states in the adult mouse brain, we first characterized the SVZ of Fucci2a reporter mice^31^. Improved Fucci2a mice were developed by Mort et al., and contain a bicistronic cassette targeted to the *Rosa26* safe harbor encoding aVenus-hGem and mCherry-hCdt1 linked by a T2A self-cleaving peptide sequence^31^. These enable monitoring of distinct cell cycle phases: early G1 or G0 (black/low red), late G1 or shallow G0 (high red), G1/S (yellow) and S/G2/M phase (green).

Surprisingly, during the characterization of the adult SVZ from Fucci2a reporter mice we uncovered an unexpected heterogeneity in the levels of the mCherry-Cdt1 reporter in the GFAP populations (Fig. 1a) (mCherry-Cdt1^high^ levels: 24.5%; low levels: 57.1%; and negative: 17.3%; *n* = 3). The subset of GFAP-expressing cells that were brightest for mCHERRY, also co-expressed CD9 (Fig. 1b), which distinguishes NSCs from parenchymal astrocytes and is a marker of a subset of activated qNSCs (type B cells)^23^. CD9 expression was detectable in 82.04 ± 2.3% of the total GFAP population. We scored high and low levels of CD9 in the GFAP population and only 20% of the GFAP population express high levels of CD9. These highest CD9 expressing cells also co-expressed the highest mCherry levels. We analyzed the Fucci2a SVZ by immunocytochemistry for the proliferative marker KI67 and the mCHERRY reporter but could not identify any GFAP^+^KI67^+^ cells with high levels of mCherry; from the GFAP^+^Ki67^+^ population only 10.66 ± 4.04% displayed low levels of mCherry and 89.33 ± 4.04 were negative for the red reporter (Supplementary Fig. 1a). Cells with highest levels of mCherry were also negative for S100B, consistent with a qNSC identity (Supplementary Fig. 1b)^32^. We found ependymal cells lining the ventricle and S100B^+^ expressed high mCherry. Our results suggest that qNSCs in vivo can be subdivided based on the levels of mCherry-Cdt1 Fucci reporter and levels of the surface marker CD9 and these might mark distinct G0 or quiescent states.

**Fig. 1:**
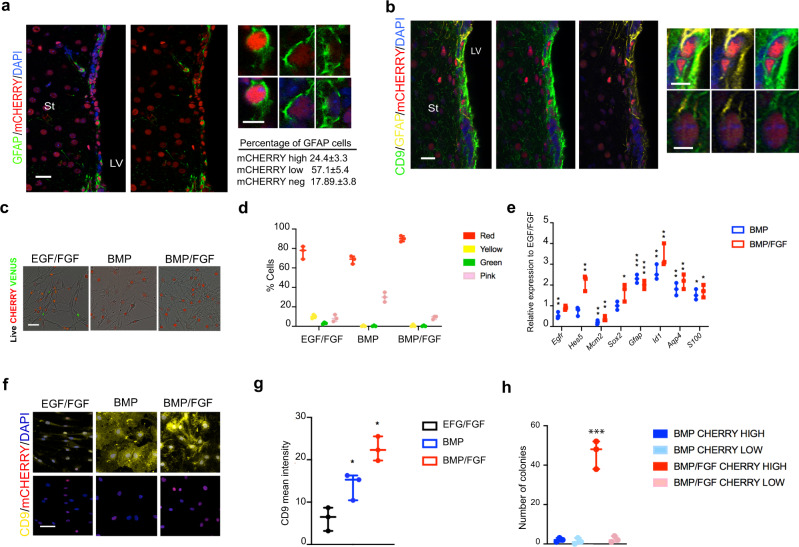
Quiescence NSCs express high levels of the Cdt1 red Fucci reporter in vivo. **a** Immunohistochemistry for GFAP (green) in the SVZ. mCherry Fucci reporter (red) and nuclear counterstaining with DAPI (blue). Right, detail of GFAP positive cells expressing different levels of Fucci red reporter and quantification (*n* = 3 independent mice). **b** Immunohistochemistry for GFAP (yellow), CD9 (green), mCHERRY Fucci reporter (red), and nuclear counterstaining DAPI (blue). Right, detail of GFAP positive cells with different levels of CD9 and mCherry Fucci reporter. Nuclear counterstaining with DAPI (blue). **c** Live imaging of the Fucci NSCs treated with EGF/FGF, BMP and BMP/FGF showing mCHERRY (red) and VENUS (green) reporters. **d** Flow cytometry Fucci quantification of the percentage of cells positive for Cdt1-mCherry (red) and VENUS (green), negative or low levels of fluorescence (pale pink) and double positives for both reporters (yellow) (*n* = 3). **e** qPCR for different markers (*Egfr, Hes5, Mmc2, Sox2, Gfap, Id1*) in the different conditions (data relative to EGF/FGF) (*n* = 3). **f** Immunocytochemistry for CD9 (yellow) in Fucci NSC line, mCherry (red) and nuclear counterstaining with DAPI (blue) (*n* = 3 independent NSC lines). **g** Quantification of the CD9 mean intensity in NSCs treated for EGF/FGF2, BMP4, and BMP/FGF2 for 3 days. Quantification by Fiji (*n* = 3 independent experiments per condition, average intensity of min 500 cells per group). **h** Number of colonies in the sorted population of Fucci cell cycle reporter based high levels of CD9 and mCHERRY levels (h-high, l-low) (*n* = 3). Data are shown as mean ± SEM of the indicated number of the experiments (*n*) (*p < 0.05; **p < 0.01; ***p < 0.001). St:striatum, LV: Lateral Ventricle. Scale bar in (**a**, **b**) is 20 μm, (**c**, **f**) is 50 μm. Scale in details:10 μm. Source data are provided as a Source Data File.

As our goal was to dissect the regulatory mechanisms that control qNSC exit from quiescence we focussed on in vitro analysis, where the biochemical signaling pathways, transcriptional and clonal proliferative capacity can be experimentally dissected. We derived proliferative NSC cultures from the Fucci reporter mice (expanded in EGF/FGF-2). Fucci NSCs cultures displayed all the key markers (Fig. 1e), morphology and differentiation capacity as previously reported for adherent NSCs (Fig. 1c)^24^.

To induce quiescence, we withdrew EGF and exposed cells to either BMP or combined BMP/FGF. In both conditions cells exit cycle and acquire astrocytic morphology (Fig. 1c). After 3 days we determined reporter levels using flow cytometry (Fig. 1d). As expected, under proliferating conditions (EGF/FGF), a full range of cell cycle stages was indicated by the Fucci reporter (Fig. 1c, d). In both BMP and BMP/FGF we did not detect any Venus-hGem expressing (S/G2/M) as cells are not cycling (Fig. 1d). However, there was a significant heterogeneity in the proportions and levels of the mCherry-Cdt1 with significantly higher levels in BMP/FGF compared to BMP alone. Similar to the in vivo situation, the mCherry-hCdt1^high^ cells in BMP/FGF co-expressed high levels of CD9 (Fig. 1f, g) and upon sorting and replating into EGF/FGF conditions this double positive subpopulation contained all of the NSC colony-forming activity (Fig. 1h and Supplementary Fig. 1c). BMP/FGF culture conditions therefore seem to induce a primed qNSC state (p-qNSCs) that is in a shallow quiescence, whereas in BMP alone the cells correspond to a more dormant quiescent qNSC state (d-qNSCs).

### Proliferative NSCs can be directed into distinct quiescent states in vitro

To extend the findings from the Fucci NSCs we focused on an independent wild-type NSC line derived from C57BL6 adult brain, which has no fluorescent reporter transgenes. The BL6-NSCs were karyotypically normal^33^ and expressed standard NSC markers (Fig. 2b). Using flow cytometry we found, similarly to the Fucci-NSC results, the levels of CD9 protein were highest in BMP/FGF treatment relative to either BMP alone or EGF/FGF (proliferating NSCs) (Fig. 2a). Moreover, there were similar differential cellular phenotypes; the BMP/FGF was clearly more elongated, with more compact and rounded nuclei. SOX2 is a key NSC marker, and in BMP/FGF we observed increased protein levels in each cell (similar to EGF/FGF) and more homogeneous across the cell population (Fig. 2b). We analyzed the cell cycle of the different conditions using DNA content (Fig. 2c) and we did not find any significant difference in cell cycle between BMP alone and BMP/FGF.

**Fig. 2:**
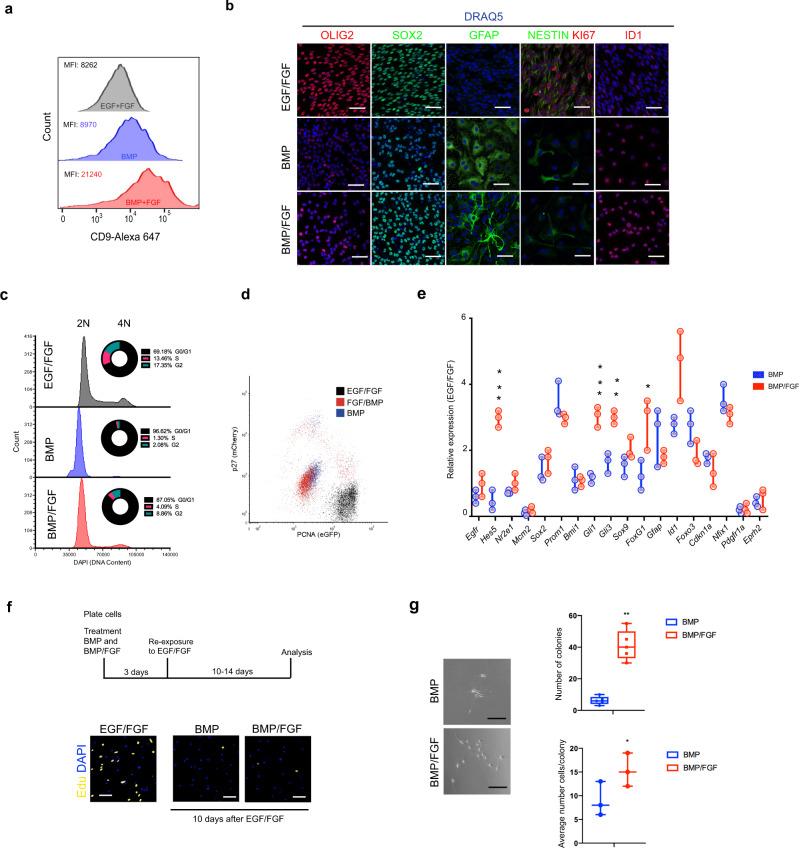
BMP and FGF2 condition drives a quiescence reversible state in NSCs. **a** Histogram of cytometry quantification of CD9 in the different conditions MFI (median fluorescence intensity) (*n* = 4). **b** Immunostaining of NSCs treated with EGF/FGF, BMP, and BMP/FGF for 3 days. OLIG2 (red), SOX2 (green), GFAP (green) NESTIN (green) KI67 (red) and ID1 (red). Nuclear counterstaining in blue with DRAQ5. Images showing ICC in group of cells to appreciate staining (*n* = 5). **c** Quantification of the DNA content using DAPI and flow cytometry (*n* = 3). **d** Cytometry analysis of double knock-in mCherry-p27 and eGFP-PCNA NSC line in the different conditions (*n* = 4). **e** Quantification of the relative expression of different genes in the cells treated with BMP and BMP/FGF2 (*n* = 3). **f** EdU incorporation images (yellow) in the NSCs in presence of EGF/FGF. Nuclear counterstaining with DAPI (blue). Quantification of percentage of EdU positive cells, during the treatment (left), and after to re-exposure to mitogens (right) (*n* = 3). **g** (top) Phase contrast images of the colony-forming assay of the cells treated with BMP and BMP/FGF (bottom). Quantification of the number of colonies after to re-exposure to mitogens (*n* = 5). Scale bar in (**b**, **f**, **g**) is 50 μm. Mean is indicated in the box and whiskers plots from minimum to maximum. Data are shown as mean ± SEM of the indicated number of the experiments (*n*) (∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001). Source data are provided as a Data Source File.

In both BMP and BMP/FGF conditions qNSCs retained expression of markers associated with Notch signaling and Shh signaling (Hes5, Gli1, Gli3) as well as Sox9, FoxG1, and Id1^19,25,34–36^ (Fig. 2e). However, in the BMP/FGF condition these were typically higher (Fig. 2e). p21 (*Cdkn1a*) was not increased, suggesting these are not driven into senescence (Fig. 2e). To assess functional differences between the BMP and BMP/FGF-induced states, we tested their ability to re-enter the cell cycle upon return to EGF/FGF. Both EdU incorporation (Fig. 2f) and NSC colony formation assays indicated that BMP/FGF treated cells were more readily able re-enter cell cycle (Fig. 2f, g).

Fucci reporters cannot distinguish G0 and G1. We therefore next explored the candidate regulator p27 (encoded by *Cdkn2b*), which is thought to mark G0^37,38^. BMP cells were found to be very high for p27 protein using immunocytochemistry compared to BMP/FGF, and therefore in a deep G0 state (Supplementary Fig. 1f, g). In vitro generated quiescent NSCs are therefore being driven into a p27-expressing G0 state. However, the higher p27 levels in BMP alone versus BMP/FGF suggested deeper quiescence, consistent with the differential responses to EGF/FGF in our colony formation experiments (Fig. 2f). To extend the characterization of cell cycle markers, we created a double knock-in mCherry-p27 and eGFP-PCNA reporter NSC line. We found that NSCs in EGF/FGF, displayed high levels of PCNA and are negative for p27 (Fig. 2d and Supplementary Fig. 1d–g). BMP and BMP/FGF treated cells become cell cycle arrested and consistently have activated p27 but low PCNA (Fig. 2c and Supplementary Fig. 1d–g). However, the putative primed NSCs in BMP/FGF have lower p27 levels than in BMP alone, consistent with them being in a shallower or primed state (Fig. 2d).

Quiescent NSCs in vivo have previously been shown to have reduced rates of translation^17,18^. Using O-propargyl-puromycin (OP-Puro) incorporation assays we confirmed that BMP or BMP/FGF treated cells did indeed have reduced levels of translation (Supplementary Fig. 2b, c). Altogether, the above data suggest we can model two distinct types of quiescence: p-qNSCs and d-qNSCs.

### Primed quiescent NSCs transplanted in vivo can engraft into the SVZ and re-engage in neurogenesis

If the in vitro generated p-qNSCs are a physiologically relevant culture model, then following orthotopic transplantation we might anticipate engraftment in vivo into the niche and reconstitution of neurogenesis. Previously, transplantation of acutely isolated, or primary cultured neurospheres, have focused on their differentiation capacity (e.g., by transplanting into the cortex or striatum). However, Neumeister et al. did demonstrate that short-term cultured neurospheres can indeed engraft into the niche and self-renew^39^. This may be related to the tropism of transplanted NSCs to the niche in slice cultures or when injected into the SVZ^39,40^, something we have also observed in whole brain slice cultures^41^. We therefore reasoned that upon transplantation in vivo in live animals in regions adjacent to the SVZ, d-qNSCs, and p-qNSCs may home to the niche and re-engage in their differentiation programs.

We transplanted orthotopically ~2000 cells that had been cultured for 3 days in EGF/FGF, BMP/FGF, or BMP alone into the adult SVZ region of syngeneic C57/BL6 mice (Fig. 3a). Transplanted NSCs were stably transfected with an eGFP-expression cassette enabling tracking of their progeny. After one month, the SVZ and olfactory bulbs were dissected characterized using an anti-GFP antibody. We quantified the number of GFP cells per section in each condition of transplant and in the SVZ we found 87%±12, 35%±8, 55%±13 in EGF/FGF, BMP, and BMP/FGF respectively. In the OB the number of GFP cells per section was 36%±7, 14%±3.6, 21%±3.2 (*n* = 3 animals per condition, 3 brain slices per animal in the injection point). GFP-positive cells were clearly identifiable and engrafted successfully within the SVZ (Fig. 3b) and many of these remained proliferative (%GFAP/Ki67 37 ± 4.3, 24 ± 5.5 and 26.3 ± 6, treated previously in EG/FGF, BMP, and FGF/BMP, respectively) (Fig. 3c). GFP^+^ cells were detected along the RMS (Supplementary Fig. 3a). GFP^+^ neuronal-like cells were also found within the OB that expressed beta-III Tubulin (Fig. 3d) and interneuron marker GAD65/67 (Fig. 3e). p-qNSCs can therefore recommence neurogenesis following transplantation.

**Fig. 3:**
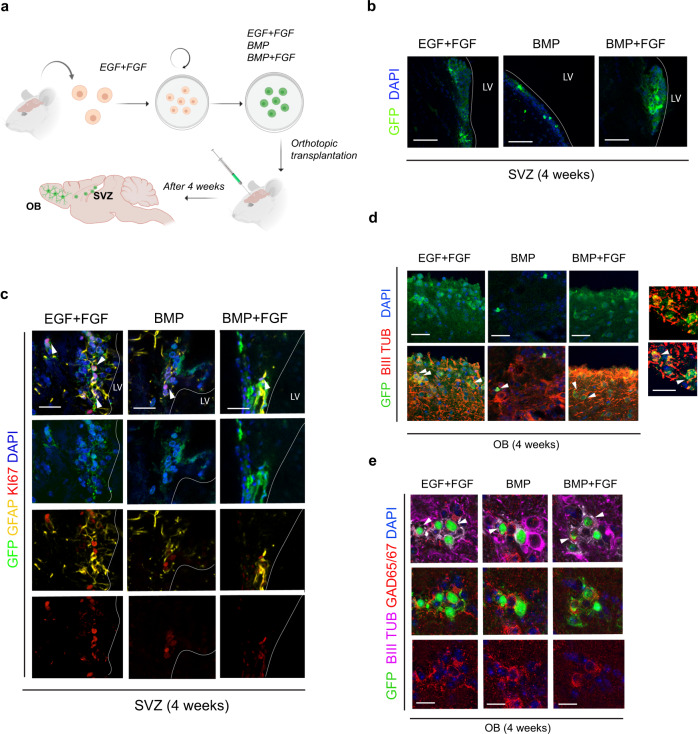
Quiescence NSCs allow long term regeneration. **a** Schematics of the experiments. NSCs derived from mouse, after several months of expansion in vitro are transplanted in the SVZ for 1 month. **b** Panoramic pictures of the NSCs (GFP, green) in the SVZ after 1 month. NSCs were treated with EGF/FGF, BMP-4, and FGF/BMP-4 previously to be transplanted. **c** Immunostaining for GFP (green), GFAP (yellow), Ki67 (red) nuclear counterstaining with DAPI (blue). **d** Immunostaining for GFP (green), BIII TUBULIN (red), DAPI (blue) showing neurons arriving to the OB. **e** Immunostaining for GFP (green), BIII tubulin (magenta) and GAD65/67 (red) and nuclear counterstaining with DAPI (blue). LV: Lateral Ventricle. OB: Olfactory Bulb. Detail of co-staining GFP and BIII TUBULIN (red). Scale bar in (**b**) is 100 μm, (**c**, **d**) is 50 μm and in (**e**) is 20 μm. Scale bar in detail is 20 μm (*n* = 3 analyzed transplanted mice per condition). Schematics in (**a**) were generated using BioRender software.

The efficiency of engraftment was clearly reduced for the d-qNSCs compared to p-qNSCs and only a small number of neuronal cells were identified in the OB (Fig. 3d). p-qNSCs therefore appear more primed for re-engraftment and neuronal production. Proliferative NSCs grown in (EGF/FGF) were also able to engraft into the niche and re-enter neurogenesis, confirming the interconvertibility of quiescence and proliferative states (Fig. 3b, d). These in vivo potency assays support our hypothesis that BMP/FGF cultured NSCs are physiological relevant models and can therefore be used to dissect pathways regulating entry and exit from quiescence.

### Increased levels of *Lrig1* and an interferon response signature distinguish dormant and primed quiescent NSCs

The striking functional differences seen between d-qNSC and p-qNSC in transplantation encouraged us to perform a more extensive characterization of transcriptional and signaling pathways that differ between these two cell states. Reverse phase protein array (RPPA) were used to assess 62 proteins and phosphoproteins of major signaling pathways and suggested that p-qNSCs express higher levels of cell cycle markers relative to BMP alone, such as CYCLIN D1 and its phosphorylated target RB-P (Ser780), and increased levels of MYC (Fig. 4a). They also display slightly higher levels of cMYC and EGFR (ErbB-1). This is consistent with the Fucci2a reporter experiments described above and further indicates these are in a state primed for cell cycle re-entry and EGFR responsiveness.

**Fig. 4:**
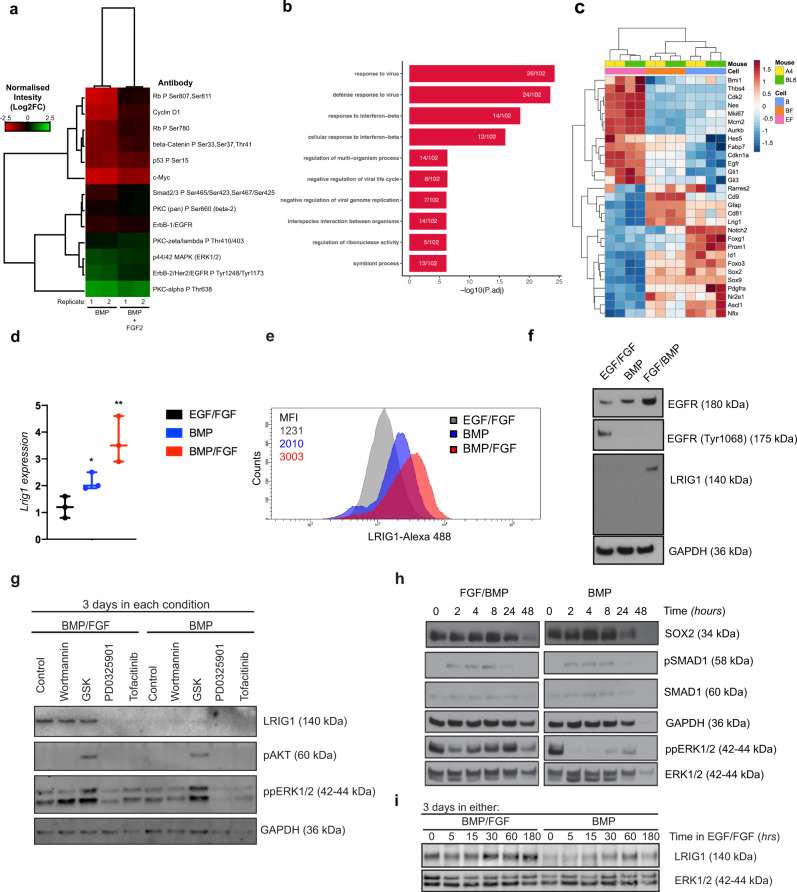
Dormant and primed quiescent NSCs have distinct signaling pathways and transcriptional programs. **a** RPPA data analysis of the NSCs in BMP and BMP/FGF (*n* = 3). **b** The top biological GO terms in biological process enriched genes in BMP/FGF condition. **c** Heatmap showing the top significant genes. **d** *Lrig1* expression by QPCR in the different conditions (*n* = 3). **e** Histogram of LRIG1 expression by cytometry (*n* = 3). Quantifications show mean fluorescent intensity (MFI). **f** Immunoblot of LRIG1, EGFR (total), and EGFR-P. Loading control GAPDH. **g** Immunoblot for LRIG1, pAKT, ppERK1/2, GAPDH in NSCs treated with BMP and BMP + FGF for 3 days (*n* = 3). Different kinases inhibitors were used (Wortmannin, GSK, PD0325901, Tofacitinib) (*n* = 3). **h** Immunoblot for SOX2, pSMAD1, SMAD1, GAPDH, ppERK1/2, ERK in NSCs treated with BMP and BMP/FGF for 3 days and re-exposure to EGF + FGF, different time exposures (*n* = 3). **i** Immunoblot for Lrig1 in NSCs treated with BMP/FGF and BMP and re-exposure to EGF/FGF in a time course. Loading control, ERK1/2 (*n* = 3). Data are shown as mean ± SEM of the indicated number of the experiments (*n*) (∗*p* < 0.05; ∗∗*p* < 0.01). Source data are provided as a Source Data File.

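Bulk RNA-seq covered 12 libraries, 4 from each of 3 conditions: EGF/FGF, BMP (d-qNSCs) and BMP/FGF (p-qNSCs). Within a condition 2 libraries came from the ANS4 line (MF1 mice) and 2 from the BL6 line (C57BL6 mice), and each factor was supplied at 10 ng/ml for 3 days. The authors trimmed the reads, estimated transcript abundance against the mm10 transcriptome with Kallisto, summed it to genes with Tximport, tested with DESeq2 and worked downstream on rlog values. Their count table held estimated counts per gene, rounded to whole numbers. Totals ran from 19160194 to 19451818 counts in EGF/FGF (median 19259263), from 18069052 to 18711746 in BMP (median 18405386) and from 18339010 to 18682887 in BMP/FGF (median 18546791). The 10 largest genes held 3.69 to 5.86% of a library, and 3 counts equalled 0.154 to 0.166 CPM. From these counts, 13312 genes passed edgeR's expression filter and 4053 did not. Counts were scaled by TMM factors of 0.972 to 1.03, and all 12 libraries were fitted together with condition and cell line as terms. The paper states neither a covariate for the line nor a filter, and both choices could change the numbers of genes called.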

We next performed RNA-seq to identify transcriptional differences associated with d-qNSCs versus p-qNSCs. Initial PCA analysis and clustering confirmed that each cell state could be clearly distinguished (Supplementary Fig. 4a). 

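On the rlog values of the tested genes, the first principal component held 84.0% of the variance and parted EGF/FGF (69.4 to 78.8) from BMP (−40.9 to −36.5) and BMP/FGF (−35.9 to −33.8). The second held 9.04% and parted BMP (−29.1 to −11.4) from BMP/FGF (19.6 to 21.1), with EGF/FGF between −3.88 and 2.86. Complete-linkage clustering on Euclidean distance, divided into 3 groups, placed 12 of 12 libraries with their own condition. The EGF/FGF branch joined the others at a distance of 122.7, BMP joined BMP/FGF at 54.23, and the ANS4 and BL6 libraries of BMP joined at 36.6. Replicates of a line and condition lay 18.3 to 26.8 apart, and BMP lay 39.3 to 54.2 from BMP/FGF. The grouping stood at 100% with average or Ward linkage, with log2 CPM in place of rlog, with the 500 most variable genes, without the filter, and with any library left out.

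**Figure D1:**
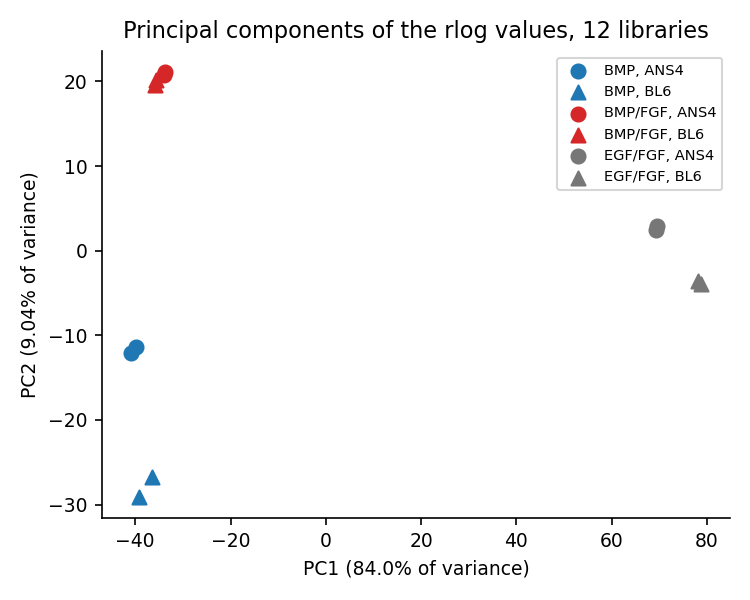
First and second principal components of the rlog values of 13312 genes, each point a library (n = 4 per condition), coloured by condition and shaped by line. The second component runs from −29.1 to −11.4 in BMP and from 19.6 to 21.1 in BMP/FGF.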

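Between p-qNSCs and d-qNSCs, 5513 of 13312 genes (41.4%) differed at FDR under 0.05 (edgeR quasi-likelihood F-test, two-sided), 2674 higher and 2839 lower in BMP/FGF. With the paper's log2 fold-change threshold of 1.5, 120 genes were higher and 91 lower. The number of higher genes moved most when the rlog values were tested with limma-trend, a setting added after the data were examined: it gave 39, all among the 120. The replicate numbers of the 2 conditions were also entered as a block, although the log2 differences between replicates 1 and 2 in BMP and in BMP/FGF correlated at −0.0711 in ANS4 and −0.0138 in BL6. Over 9967 well-expressed genes (mean log2 CPM above 3) these were −0.123 and −0.0817, and in ANS4 the same differences correlated at 0.306 between BMP and EGF/FGF and at −0.179 between BMP/FGF and EGF/FGF. The block left 5025 differing genes, 5017 of them shared with the fit that lacked it, and 118 higher and 90 lower past the threshold, all shared. Reactome pathways, used in place of gene ontology, gave 5 pathways among the 120 higher genes at FDR under 0.05 (one-sided hypergeometric test, 829 pathways, background of 4563 tested genes). These were Interferon Signaling (12 of its 94 genes against 1.11 expected, FDR = 4.00e-07), Cytokine Signaling in Immune system (13 of 180, FDR = 4.05e-05), Interferon gamma signaling (8 of 64, FDR = 0.000166), and Antiviral mechanism by IFN-stimulated genes and ISG15 antiviral mechanism (4 of 27 each, FDR = 0.0417). The next was Collagen degradation (4 of 39, FDR = 0.146). The lower genes gave 0 pathways (20 at unadjusted p under 0.05; lowest FDR = 0.333). Pathways were counted most differently without the fold-change threshold, where 106 were enriched among all higher genes. The lowest FDR (9.13e-10) belonged to immune pathways, the ER-Phagosome pathway among them. Translation, Cholesterol biosynthesis and Interferon Signaling were also enriched.

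**Figure D2:**
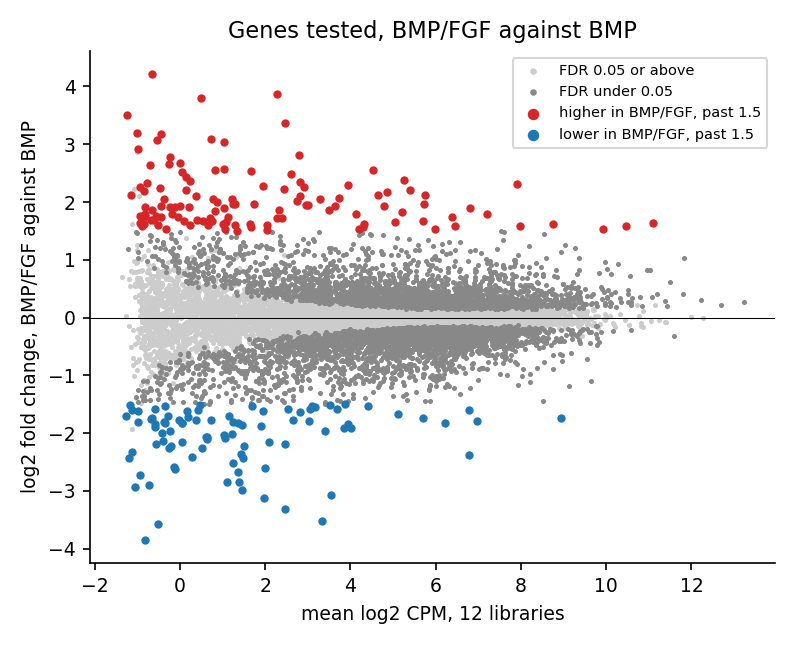
Log2 fold change of BMP/FGF against BMP (vertical axis) by mean log2 CPM (horizontal axis), a point per tested gene. Of 13312 genes, 120 lie above 1.5 and 91 below −1.5 at FDR under 0.05.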

Unexpectedly, however, the only gene ontology terms enriched in the p-qNSCs were those related to immune regulation; specifically, interferon signaling (Fig. 4b). Indeed, the top 40 most significantly differentially expressed genes, included established immune regulators (*Oasl2, Mx2, Bst2, Lgals9,* and *Rsad2*) (Supplementary Fig. 4b). 

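Of the 40 genes drawn in Supplementary Fig. 4b, 39 were matched in the count table, and all 39 were higher in p-qNSCs past the 1.5 threshold, from 1.59 (Angpt2) to 3.87 (Ifi27l2a), with a median of 2.12 and a highest FDR of 4.53e-06. All 39 rose in both replicates of both lines, and under each of the 11 alternatives 39 were higher at FDR under 0.05. The authors selected these genes for their difference in the same libraries, so this outcome is no independent support. Oasl2 rose from 29.8 ± 8.71 CPM in BMP to 124 ± 4.07 in BMP/FGF (mean ± SD, n = 4; log2 fold change 2.12, SE 0.16, FDR = 3.00e-08), Mx2 from 5.10 ± 1.18 to 20.9 ± 2.22 (2.06, SE 0.19, FDR = 3.01e-07), Bst2 from 10.5 ± 2.20 to 36.1 ± 1.64 (1.80, SE 0.13, FDR = 1.97e-08), Lgals9 from 6.16 ± 1.63 to 21.9 ± 1.54 (1.86, SE 0.12, FDR = 4.31e-09) and Rsad2 from 14.5 ± 1.83 to 54.8 ± 1.88 (1.93, SE 0.10, FDR = 5.61e-10). Of these, Oasl2 moved most, to 1.76 with the ANS4 libraries alone (adjusted p over its alternatives 2.19e-15 to 7.90e-06). The rise was larger in BL6 than in ANS4 by 0.68 for Oasl2, 0.55 for Bst2 and 0.53 for Lgals9 (interaction FDR = 0.000387, 0.0249 and 0.0449). For Mx2, BL6 BMP/FGF replicate 1 lay at 17.6 CPM and the other BMP/FGF libraries at 21.6 to 22.3. Ifi27l2a reached 1.27 CPM in ANS4 BMP replicate 1 and 0.622 to 0.664 in the other BMP libraries. The figure draws only higher genes, whereas the 40 genes with the lowest p comprised 26 higher and 14 lower, 13 of them in the figure; ranking by p among genes above 1.5 gave 31 of the 40. Summed CPM of microglia markers was also higher in BMP/FGF than in BMP, by 0.57 log2, and higher still in EGF/FGF, by 0.59 over BMP/FGF.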

We noted that many of these genes are part of a previously reporter interferon-related damage response signature (IRDS)^42^, including *Bst2, Ifi44, Ifit1, Ifit3, Irf7, Mx2, Oals2, Usp18* (Supplementary Fig. 4b). 

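All 8 named genes, with Oals2 read as Oasl2, were higher in p-qNSCs, by 1.79 to 2.81 log2. They too are drawn in Supplementary Fig. 4b and so were selected from the same libraries. Against EGF/FGF, 7 of the 8 were already higher in d-qNSCs, with a median of 0.80. Of the genes not given above, Ifi44 rose from 2.37 ± 0.89 to 16.2 ± 1.20 CPM (log2 fold change 2.81, SE 0.19, FDR = 7.06e-09), Ifit1 from 17.9 ± 2.38 to 91.4 ± 3.50 (2.38, SE 0.19, FDR = 5.22e-08), Ifit3 from 97.0 ± 12.4 to 333 ± 20.8 (1.79, SE 0.22, FDR = 4.53e-06), Irf7 from 6.85 ± 1.86 to 25.5 ± 0.740 (1.94, SE 0.20, FDR = 6.72e-07) and Usp18 from 9.61 ± 2.93 to 54.5 ± 3.46 (2.56, SE 0.20, FDR = 2.96e-08). In each, both BMP/FGF replicates of both lines exceeded their BMP counterparts, and the exact permutation p was the smallest that 4 against 4 libraries can give (0.0286, two-sided). The permutation disregarded the line. Exchanging labels only within a line would allow fewer divisions, and its smallest p would be larger. BL6 rose further than ANS4 by 0.92 for Ifi44, 0.42 for Ifit1, 0.65 for Irf7 and 0.59 for Usp18 (interaction FDR = 0.0301, 0.0259, 0.0228 and 0.0249). Ifi44 moved most, from 2.36 on rlog values to 3.31 in BL6 alone (adjusted p 8.08e-40 to 3.42e-07 over the alternatives).

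**Figure D3:**
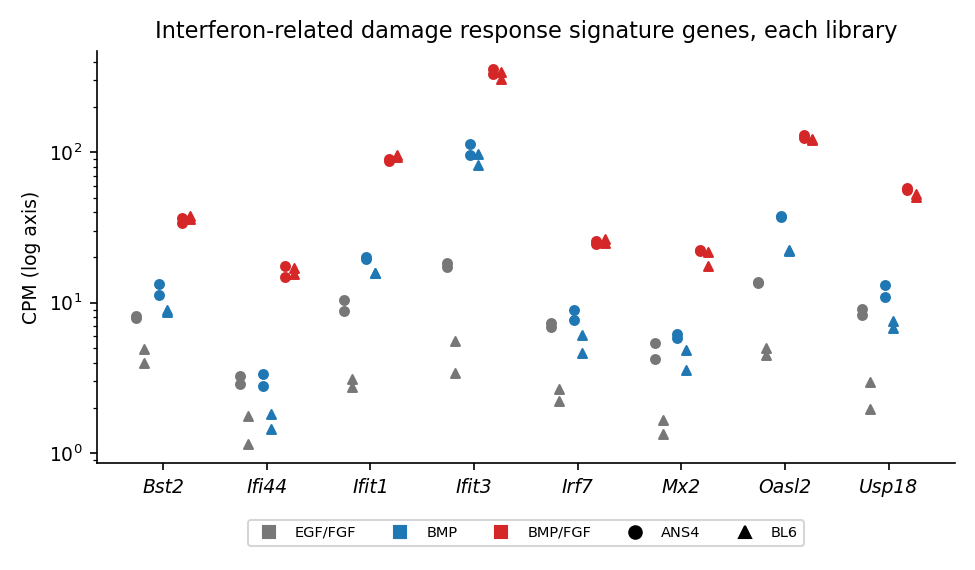
CPM of the 8 genes on a log axis, a point per library by condition and line (n = 4 per condition). In every gene the BMP/FGF libraries lie above the BMP libraries, as with Usp18 at 54.5 ± 3.46 against 9.61 ± 2.93 CPM.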

We note that interferon response signatures were identified in single-cell analysis of injured SVZ^23^, but the functional significance of this remains unclear.

In addition to this signature, there were many other notable genes that were differentially expressed between d- and q-NSCs. 

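Among genes with a mean of at least 1 CPM over all libraries and the same direction in both replicates of both lines, the 5 largest estimated rises from d-qNSCs to p-qNSCs were Ifi27l2a, Adamtsl2, Slc13a5, Ano1 and Phf11d. Slc13a5 went from 0.893 ± 0.353 to 9.15 ± 0.812 CPM (log2 fold change 3.37, SE 0.19, FDR = 1.09e-09), Adamtsl2 from 0.260 ± 0.230 to 3.57 ± 0.608 (3.79, SE 0.35, FDR = 2.31e-07) and Phf11d from 0.540 ± 0.172 to 4.42 ± 0.581 (3.03, SE 0.21, FDR = 8.42e-09). Ano1 held at most 2 counts in any BMP library and was at least 2.38-fold higher in BMP/FGF, so its place among the 5 is not established. Ifi27l2a had the largest estimate of these with both lines, and its BMP level varied between libraries as given above. Its order against Adamtsl2 is not established, because in BL6 alone Adamtsl2 reached 5.20 and Ifi27l2a 4.16. The 5 largest falls were Dlx6os1 (27.3 ± 14.9 to 2.26 ± 0.611; −3.52, SE 0.18, FDR = 5.07e-10), Dlx5 (14.8 ± 7.54 to 1.40 ± 0.376; −3.31, SE 0.22, FDR = 4.63e-09), Thbs1 (8.56 ± 1.08 to 0.976 ± 0.257; −3.13, SE 0.20, FDR = 4.10e-09), St8sia2 (28.4 ± 7.23 to 3.31 ± 0.283; −3.08, SE 0.13, FDR = 3.95e-11) and Sp8 (5.43 ± 2.34 to 0.677 ± 0.334; −2.98, SE 0.22, FDR = 1.35e-08). Dlx5 fell further in BL6 than in ANS4, by −1.31 (interaction FDR = 0.0200), and in EGF/FGF it was read in a single library only, at 0.0517 CPM. Thbs1 stood at 0.593 CPM in ANS4 BMP/FGF replicate 2 and at 1.06 to 1.13 in the other BMP/FGF libraries. Ano1 aside, Adamtsl2 moved furthest down, to 1.86 on rlog values (adjusted p 1.36e-15 to 1.86e-05 over the alternatives).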

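The legend of Fig. 4c calls the 29 genes of its heat map the top significant ones. Of these, 28 were tested between p-qNSCs and d-qNSCs: 9 were higher, 11 lower and 8 not different at FDR under 0.05, and 1 passed the 1.5 threshold. Against EGF/FGF, 15 were higher and 12 lower in BMP, and 14 higher and 12 lower in BMP/FGF. Values ran from −1.13 for Aurkb (12.4 ± 2.25 to 5.61 ± 0.513 CPM, SE 0.10, FDR = 2.16e-07) to 1.58 for Fabp7 (476 ± 171 to 1386 ± 136, SE 0.14, FDR = 1.30e-07). Gfap was higher by 0.97 (SE 0.11, FDR = 3.47e-06), and Prom1 fell by 0.98 (SE 0.07, FDR = 1.68e-08). Mki67 fell by 0.90 (91.4 ± 38.0 to 46.2 ± 3.50 CPM, SE 0.16, FDR = 0.000198), with −0.31 in ANS4 alone and −1.46 in BL6 alone (adjusted p 6.26e-08 to 0.00862 over the alternatives). The line difference, BL6 minus ANS4, was −1.15 for Mki67 and 0.61 for Fabp7. Aurkb in EGF/FGF was 67.5 CPM in ANS4 replicate 1 and 78.0 to 80.0 in the other libraries. The setting altered Gli1 most (1.37, SE 0.45, FDR = 0.0213), which ran from 0.49 on rlog values to 2.29 in ANS4 alone (adjusted p 0.00752 to 0.330). Outside the heat map, Ccnd1 was higher by 0.76 (84.6 ± 26.8 to 140.2 ± 9.53 CPM, SE 0.12, FDR = 9.10e-05), with a line difference of −0.64. Myc (48.4 ± 18.9 to 40.1 ± 1.88 CPM; −0.23, SE 0.15, FDR = 0.228) rose in ANS4 and fell in BL6, a line difference of −0.92, and stood at 37.3 CPM in ANS4 BMP/FGF replicate 2 against 40.9 to 41.3 elsewhere in that condition. Cdkn1b did not differ (330 ± 15.6 to 354 ± 8.41 CPM; 0.10, SE 0.06, FDR = 0.173).

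**Figure D4:**
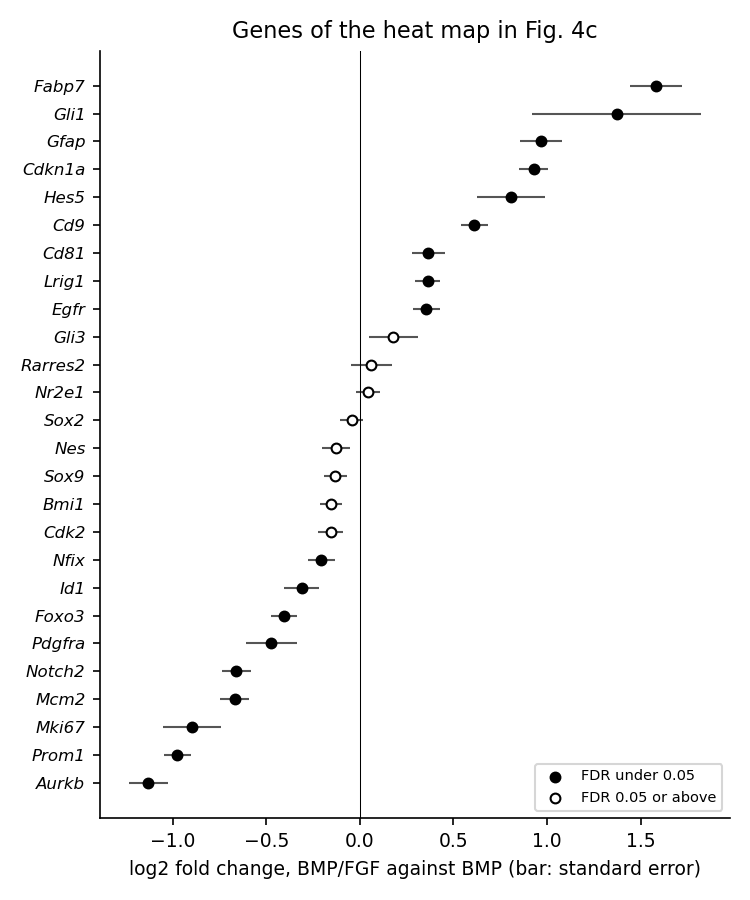
Log2 fold change of BMP/FGF against BMP for genes of the heat map, with standard errors, ordered by size. Fabp7 lies at 1.58 and Aurkb at −1.13.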

Most notably, the transmembrane protein LRIG1, which interacts with ErbB family and reduces signaling strength by negatively regulating both protein levels and activity^43^, showed higher levels in p-qNSCs compared to d-qNSCs. 

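Lrig1 (ENSMUSG00000030029, chromosome 6, 94604529 to 94700158, minus strand) held 7257 to 8785 counts in EGF/FGF, 11449 to 12876 in BMP and 14447 to 15779 in BMP/FGF. Its level was 409.8 ± 34.6 CPM in EGF/FGF, 646 ± 49.3 in d-qNSCs and 829 ± 34.7 in p-qNSCs (mean ± SD, n = 4). The difference between p-qNSCs and d-qNSCs was 0.36 log2 (SE 0.07, FDR = 0.000357), or 1.28-fold, and lay under the 1.5 threshold. All 4 comparisons of a line and replicate number rose (exact permutation p = 0.0286, two-sided, line disregarded). In ANS4 the mean went from 676 to 814 CPM and in BL6 from 617 to 844, without a line difference (0.18, FDR = 0.226). The value moved most with the ANS4 libraries alone, to 0.27, and the adjusted p ran from 1.21e-06 to 0.00539 over the alternatives. Among tested genes Lrig1 ranked 1664 by p and 3610 by size of change. Relative to EGF/FGF, Lrig1 was 1.58-fold higher in BMP (0.66 log2, FDR = 6.10e-08) and 2.03-fold higher in BMP/FGF (1.02 log2). The paper states that LRIG1, which it describes as a negative regulator of the ErbB family, was higher in p-qNSCs than in d-qNSCs.

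**Figure D5:**
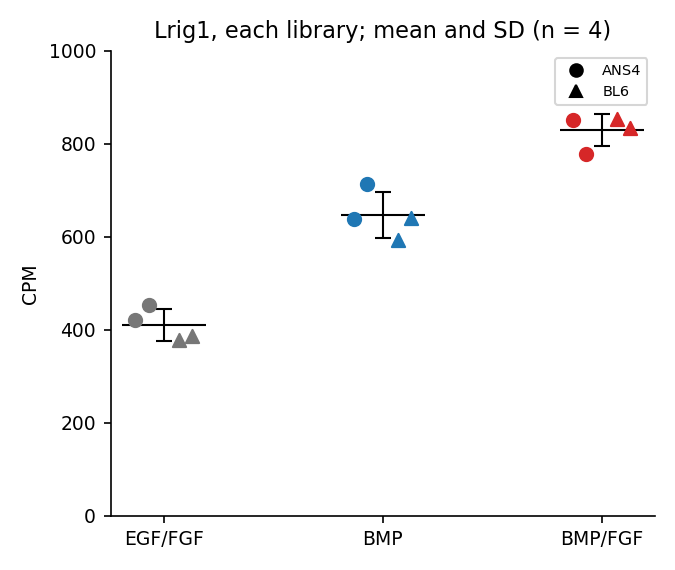
Lrig1 CPM by condition, a point per library shaped by line, with the mean and SD (n = 4). BMP/FGF libraries lie above every BMP library, at 829 ± 34.7 against 646 ± 49.3 CPM.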

LRIG1 is also known to be a quiescence regulator in other tissues such as the intestine and skin^42,44^. A recent publication has described the expression of Lrig1 in the SVZ^29^, but has not been functionally explored in the regulation of qNSCs, despite EGFR signaling being critical to their self-renewal. We therefore focused our attention in exploring whether LRIG1 is a critical functional regulator that explains the distinct dormant and primed quiescent NSCs and is involved in exit from quiescence into proliferation.

We confirmed that *Lrig1* mRNA levels are increased within p-qNSCs compared to d-qNSCs (Fig. 4d). Flow cytometry confirmed that LRIG1 protein was also increased (Fig. 4e) and western blotting confirmed higher levels of the protein within the BMP/FGF condition (Fig. 4f). Reduced levels of EGFR Tyr1068 phosphorylation were noted in this condition, indicating reduced EGFR activation/signaling (Fig. 4f). Also, d-qNSCs (treated with BMP4) can upregulate LRIG1 when exposed to FGF, consistent with them shifting into the p-qNSC state (adding BMP4/FGF2) (Supplementary Fig. 4c). LRIG1 expressing cells also co-expressed high levels of Cdt1-mCherry, CD9 and SOX2 (Supplementary Fig. 4d) indicating that *Lrig1* expression correlates with the colony-forming quiescent subpopulation we had defined earlier. We conclude that LRIG1 is a candidate functional regulator of the transition from dormancy into a state primed for EGFR responsiveness and cell cycle re-entry.

### FGF-stimulated MAPK signaling controls *Lrig1* expression

The increased levels of Lrig1 detected in BMP/FGF versus BMP alone, prompted us to explore signaling responsiveness in each condition, and determine potential downstream signaling pathways that might explain their different potency. To determine which signaling pathways sustain LRIG1 levels we used different pharmacological inhibitors of kinases associated with candidate signaling pathways (Wortmanin, PI3K; GSK690693, AKT; PD0325901, MEK1/2; Tofacitinib, JAK/STAT. Inhibitors of MEK1/2 (PD0325901), and JAK1/2 (Tofacitinib), were each able to reduce LRIG1 protein levels and these are upstream of the ERK1/2 signaling and JAK/STAT signaling respectively (Fig. 4g). Interplay between these pathways may be therefore mediate FGF-induced increases in LRIG1; however, we note that pAKT levels are increased in BMP/FGF (Supplementary Fig. 4e).

We also determined the signaling flux after return to EGF/FGF-2 by monitoring the downstream effectors, phospho-ERK1/2 (Thr Thr202/Tyr204) (mitogen-activated protein kinase superfamily) and phospho-SMAD1 (Ser463/465) (an effector of BMP signaling). We found that the duration of ERK1/2 phosphorylation (i.e. MAPK signaling output) is significantly extended in BMP/FGF. By contrast, activation of p-SMAD1 had similar levels and kinetics in each condition indicating levels of BMP signaling are not altered (Fig. 4h). These data indicate that it is the ability to rapidly initiate and sustain MAPK signaling that likely facilitates cell cycle re-entry in p-qNSCs compared to d-qNSCs.

### LRIG1 regulates the entry and exit from quiescence in NSCs in vitro

To explore if *Lrig1* has a functional role in p-qNSCs we generated *Lrig1* mutant NSCs using CRISPR/Cas9^45^ (Fig. 5a). PCR genotyping confirmed CRISPR/Cas9 gRNAs were active in our NSCs and successful mutation of *Lrig1* (Fig. 5b). An LRIG1 antibody was used to isolate LRIG1-negative cells by FACS (Fig. 5c). Loss of LRIG1 protein was confirmed by immunocytochemistry in these sorted populations (Fig. 5d). We tested the differentiation capacity in these cells and found similar multipotency potential to the parental control NSCs (Supplementary Fig. 5b).

**Fig. 5:**
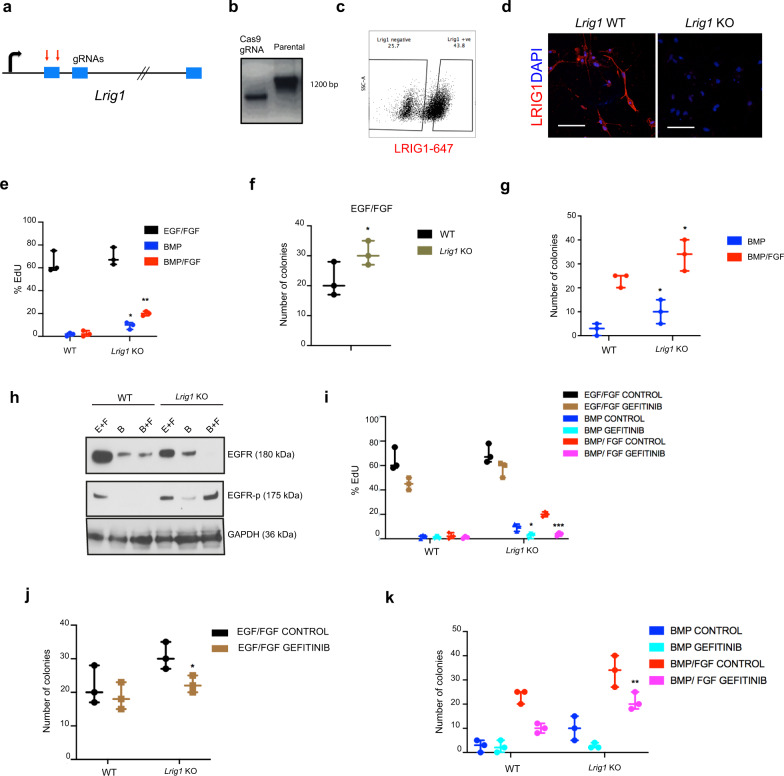
LRIG1 is necessary to enter in quiescence state. **a** Schematics of *Lrig1* gene disruption. **b** PCR confirming CRISPR-Cas9 (control and parental line). **c** Flow cytometry plots with the transfected NSCs. **d** ICC for LRIG1(red) and nuclear counterstaining with DAPI (blue) in sorted populations after transfection. **e** EdU quantification of the WT and *Lrig1* KO NSCs in the different conditions (EGF/FGF2, BMP, and BMP/FGF2) (*n* = 3). **f** Quantification of the single-cell colony formation in the WT and *Lrig1* KO cells in EGF/FGF2 (*n* = 3). **g** Quantification of the number of colonies of deficient and WT NSCs after the treatment with BMP and BMP/FGF2, after to re-exposure to mitogens (*n* = 3). **h** *Lrig1* KO cells maintain high levels of pEGFR; WB of EGFR total and EGFR-p in WT and *Lrig1* KO cells in the different conditions (EGF/FGF2, BMP and BMP/FGF2). Loading control GAPDH. **i** Quantification of the EdU positive cells in KO and control cells in the different conditions using Gefitinib (*n* = 3 per condition). **j** Single-cell colony-forming assay of the deficient and control NSCs using Gefitinib (*n* = 3 per genotype and condition, 48 single cells plated in each group each time). **k** Quantification of the colony formation of the WT and *Lrig1* KO NSCs in each condition (BMP and BMP/FGF2) using EGFR inhibitor (Gefitinib) (*n* = 3 per condition). Scale bar in *d* = 50um. Data are shown as mean ± SEM of the indicated number of the experiments (*n*) (∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001). Source data are provided as Source Data File.

Using *Lrig1* mutant NSCs we next asked whether there was an impact on the ability to enter or exit quiescence. In either BMP-4 or BMP/FGF, *Lrig1* mutant cells proliferate more than parental controls (Fig. 5e and Supplementary Fig. 5c), suggesting they are not able exit cell cycle. After re-exposure EGF/FGF-2, the cells were able to form more significantly more colonies than their controls (Fig. 5g). Restoration of LRIG1 in mutant NSCs (Mouse Lrig1 FLAG-tagged, expressed from CMV promoter) rescued the ability to enter quiescence in both BMP and BMP/FGF2 treatments (Supplementary Fig. 5a). Further analysis of the EGFR levels and signaling activity revealed that *Lrig1* mutant cells treated with BMP or BMP/FGF retain active EGFR signaling (EGFR Y1068), suggesting that loss of LRIG1 limits the ability to suppress autocrine EGFR activation in NSCs (Fig. 5h). Following Gefitinib treatment (an EGFR inhibitor), the Lrig1 mutant cells ceased proliferation (Fig. 5i–k; and Supplementary Fig. 5c, d). LRIG1 therefore seems to control the entry and exit of quiescence through EGFR.

To demonstrate in vivo function, we next tested the potency of *Lrig1* mutant cells following transplantation into the adult SVZ. One month after transplantation *Lrig1* mutant cells were identified successfully engrafted into the SVZ to a similar extent as parental controls in each condition (Supplementary Fig. 6a) (BMP, BMP/FGF or EGF/FGF). We quantified the % of GFP cells per section in each condition of transplant and in the SVZ we found in the *Lrig1* KO transplants 83 ± 15, 60 ± 9, 76 ± 5 (EGF/FGF, BMP4, BMP/FGF respectively) vs 79 ± 10, 37 ± 9, 53 ± 11 (EGF/FGF, BMP4, BMP/FGF respectively) in the *Lrig1* WT ones. However, in each condition there was an increased proliferation in the *Lrig1* mutant cells (Supplementary Fig. 6b). Cells lacking *Lrig1* therefore cannot respond appropriately to signals within the SVZ niche. We conclude that LRIG1 is an important functional regulator that constrains proliferation and EGF signaling in p-qNSCs.

### *Lrig1* overexpression in NSCs induces cell cycle exit

To investigate the role of increased levels of LRIG1 in the regulation of adult NSCs, WT NSCs were transfected with m*Lrig1*-FLAG, and exposed to each growth factor condition to analyze proliferative responses. NSCs were plated in reduced concentrations of mitogens (as these are normally saturating in standard culture media; we used: 10, 1, 0.1 ng/ml of EGF and FGF2) and after 48 h of transfection and a pulse of 2 h of EdU was given to the cells. FLAG-positive and FLAG-negative cells both displayed low levels of GFAP (Fig. 6a). Some FLAG^+^ cells were able to incorporate EdU (16% and 10%) in higher doses of mitogens (10 and 1 ng/ml EGF and FGF); however, there was significant reduction to 0.3% EdU positive cells in 0.1 ng/ml EGF and FGF conditions. By contrast, Flag negative cells maintained similar levels of EdU incorporation at all mitogen concentrations (Fig. 6a, b). Moreover, CD9 was expressed in FLAG + cells that didn’t incorporate EdU (Fig. 6c), suggesting that CD9 is expressed in cells that are not cycling. The increase in LRIG1 levels was not associated with increased apoptosis (Fig. 6d, f). After 96 h following transfection the % of FLAG + cells with respect to the total population (DAPI) was reduced from that at 48 h, consistent with the *Lrig1* overexpressing cells have slower proliferation and being outcompeted (Fig. 6d, e). These data indicate increased LRIG1 can suppress EGF-driven proliferation of NSCs.

**Fig. 6:**
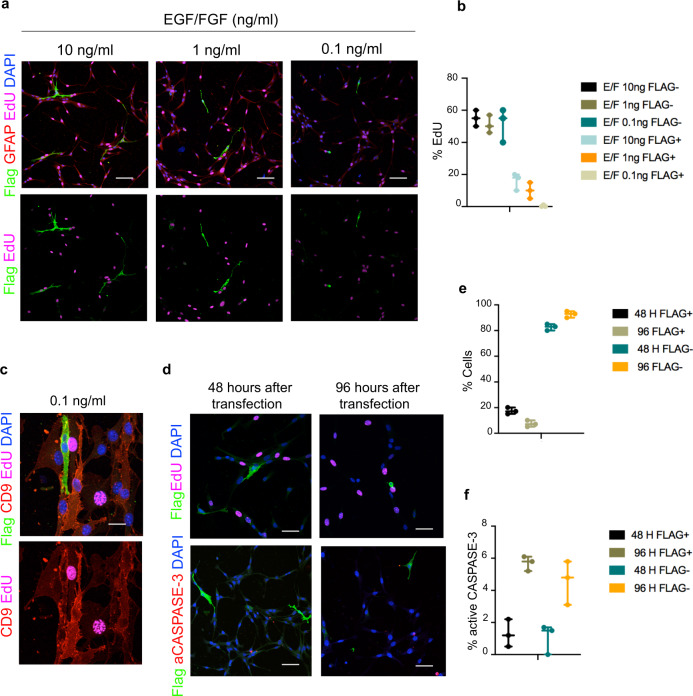
*Lrig1* overexpression in NSCs induces cell cycle exit. **a** IHC for FLAG (green), and GFAP (red). Detection of EdU (magenta) and nuclear counterstaining in blue (DAPI) with NSC overexpressing *Lrig1* in different concentrations of mitogens (10, 1, and 0.1 ng/ml of both EGF/FGF). **b** Quantification of EdU positive cells after 2 h of pulse in the FLAG + and FLAG- populations. **c** IHC for CD9 (red) and FLAG (green). Detection of EdU in magenta and nuclear counterstaining with DAPI (blue). **d** IHC of FLAG (green), active CASPASE-3 (red). Detection of EdU (magenta) and nuclear counterstaining with DAPI (blue). Cells analyzed 48 and 96 h after transfection. **e** Quantification of EdU positive cells in the FLAG + and FLAG- population after 48 h and 96 h of transfection. **f** Quantification of active CASPASE-3 after 48 h and 96 h of transfection in FLAG + and FLAG- populations (*n* = 3 independent transfections, minimal number of 500 cells per condition). Scale bar in (**a**) is 50 μm, (**c**) is 10 μm and (**d**) is 30 μm. Data are shown as mean ± SEM of the indicated number of the experiments (*n*). Source data are provided as Source Data File.

### Disruption of *Lrig1* results in activation on NSCs in vivo

To functionally evaluate LRIG1 in the adult SVZ, we genetically ablated *Lrig1* in vivo. Expression of Notch downstream effector *Hes5* has been found to be expressed in quiescence NSCs^16,35^. In addition, we found that *Hes5* was highly expressed in quiescence conditions in vitro (Fig. 2e). We therefore targeted the *Lrig1* gRNAs for conditional expression in *Hes5* expressing cells. We performed in vivo electroporation in postnatal mice and analyzed them after 2 months. We used tomato floxed P2 reporter mice and electroporated a plasmid into the ventricle (p*Hes5*-Cas9wt-T2A-iCRE-*Lrig1*guide and control without guide) (Fig. 7a). To track LRC (labeled retained cells) we injected the mice with EdU and after 3 weeks we sacrificed the mice. After 2 weeks of transfection, we found HES5 tomato positive cells were mostly GFAP positive and some ependymal cells and no DCX is co-located (Supplementary Fig. 7a). In adult SVZ, we analyzed the number of HES5 tomato positive relative to the total number of cells. There were increased numbers of HES5 tomato in the transfected mice with p*Hes5*-Cas9wt-T2A-iCRE-*Lrig1*guide compared to controls (Fig. 7b, c). We found that disruption of *Lrig1* and their control in the Hes5^+^ population exhibited similar proportions of GFAP (Fig. 7b, f). We therefore determined whether this increase in the number of HES5 tomato+ cells was the result of B cell activation. We analyzed LRC + cells in the HES5 + population and we found that NSCs within the *Lrig1* disrupted SVZ displayed more LRC + HES5 + cells than their controls (Fig. 7c, g). Moreover, the SVZ displayed regions of hyperplasia, and the proportion of HES5 + GFAP^+^KI67^+^ cells was increased (Fig. 7d, h).

**Fig. 7:**
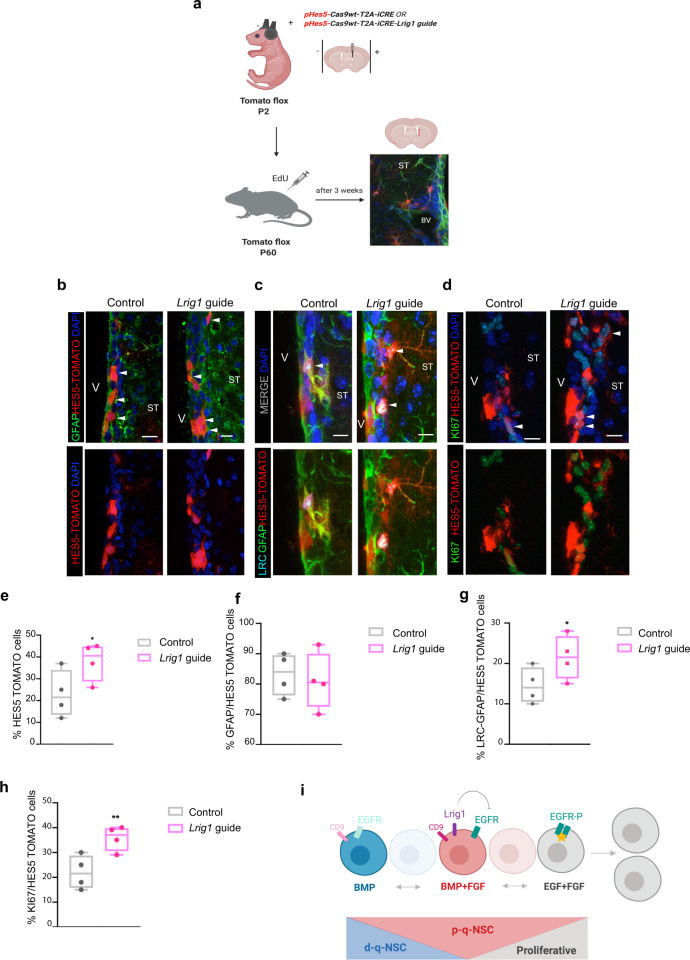
LRIG1 control proliferation in the SVZ. **a** Schematics of the in vivo electroporation procedure. **b** IHC for GFAP (green), Hes5 tomato (red) and DAPI counterstain in mice electroporated with Control plasmid and Lrig1 guide RNA. **c** IHC for LRC (light blue), GFAP (green), and HES5 tomato (red). Nuclear counterstaining with DAPI (blue). **d** IHC for KI67 (green), HES5 TOMATO (red) and nuclear counterstaining with DAPI (blue). **e** Quantification of the number of HES5 tomato positive cells relative to the total ones (DAPI). **f** Quantification of the number of GFAP positive cells in the Hes5 TOMATO population. **g** Quantification of the LRC + in GFAP/HES5 TOMATO population (**h**) Quantification of the percentage of KI67 positive cells in HES5 TOMATO population. **i** Graphical schematics of the results. Scale bar in (**b**, **c**, and **d**) is 10 μm. LV: Lateral Ventricle, ST: Striatum. BV: Blood Vessel (*N* = 4 mice per condition). Mean is indicated in the box and whiskers plots from minimum to maximum. Data are shown as mean ± SEM of the indicated number of the experiments (*n*) (∗*p* < 0.05; ∗∗*p* < 0.01). Schematics in (**a**) are done using BioRender software (original photo of the SVZ). Source data are provided as Source Data File.

## Discussion

In this study, we have used the tractable NSC culture models to explore the signaling events, molecular markers and regulatory mechanisms associated with transition of quiescent NSCs into active and proliferative states. Previous single-cell profiling of mRNAs and lineage tracing have suggested a series of transitory states, but it has been difficult to determine those key functional pathways that regulate this process. The in vitro models we developed here have helped to explore these distinct quiescent states and identify LRIG1 as an important regulator of the primed quiescent NSC state. Using our modified in vitro culture conditions (low density BMP versus BMP/FGF) we identified two distinct quiescent NSC states: BMP signaling in the absence of exogenous FGF induces a deep, or dormant, quiescent state; however, when BMP and FGF are combined, a distinct primed quiescent state emerges that can readily re-enter cell cycle.

Previously it has been assumed the increased GFAP expression and loss of NESTIN expression that accompanies BMP treatment of NSCs marks their terminal differentiation to astrocytes^24^. However, this view is inconsistent with our past observations that the BMP treated cells with some low efficiency can revert back into a rapidly proliferating state (Pollard lab, unpublished observations). Our findings in this study, that many stemness markers are retained, suggests BMP signals do not drive terminal astrocyte differentiation, but rather impose a dormant quiescent NSC state, akin to the primed quiescent SVZ (type B cells) that have been reported in vivo.

BMPs have been implicated as regulators of quiescence state in a variety of different adult stem cells including: brain, hair follicle, intestinal, hematopoietic stem cells^18,40,46^. Quiescence is induced by autocrine production of bone morphogenetic proteins (BMPs) in the hippocampus^46^. BMP antagonist Noggin can also induce dormant cells to re-enter the cell cycle, upon which they reacquire neurogenic potential^44^. Also, Fibroblast growth factor 2 (FGF2) is required to suppress terminal astrocytic differentiation and maintain stem cell potency during quiescence state and cooperates with BMP signaling^47^.

By exposing proliferative NSCs to BMP in combination with FGF we identified a G0 state that is primed for cell cycle re-entry. 

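The distance of each quiescent state from the proliferative state gives a scale for the difference between them. BMP against EGF/FGF differed at 10596 genes (79.6% of those tested), 1445 of them higher and 925 lower past the 1.5 threshold. BMP/FGF against EGF/FGF differed at 10506 genes (78.9%), with 1413 higher and 810 lower past it. These sum to 2370 and 2223 genes, and 211 separated BMP/FGF from BMP. Limma-trend on rlog values, added after the data were examined, moved the sums most, to 1509 and 1366 genes, with 39 higher and 26 lower between the quiescent states. The change between the quiescent states also depended on the line: 1801 genes had a BMP/FGF against BMP difference that was not equal in ANS4 and BL6 (interaction, edgeR quasi-likelihood F-test, FDR under 0.05), 888 with a higher and 913 with a lower value in BL6. That number was 1403 when the 8 quiescent libraries were fitted alone and 1945 with scaling by library size only. In 124 genes the lines changed significantly in opposite directions, and across all genes their log2 fold changes correlated at 0.626. The lines lay furthest apart in BMP: Euclidean distances of rlog values were 32.5 to 36.6, against 22.5 to 22.8 in BMP/FGF and 25.4 to 27.6 in EGF/FGF. A larger rise in BL6 can therefore come from its BMP libraries. The BL6 BMP replicates were also the least alike (correlation of log2 CPM 0.992, against 0.994 to 0.995 for the other pairs).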

Initially, we considered that these BMP and BMP/FGF states may be only subtly distinct in their transcriptional programs; however, transcriptional profiling and marker analysis revealed these can be considered a quite distinct and stable cell state. This is most clear from the expression of the interferon damage response signature. 

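The 5 gene lists were set before the data were examined, but with the paper's results on these libraries known. The interferon list was chosen because the paper names interferon signaling. The cholesterol and proliferation lists were chosen because its heat maps draw Hmgcs1, Mki67, Mcm2 and Aurkb. For these lists the p values are therefore not independent of the paper's findings. Of 71 interferon-stimulated genes listed, 64 were tested: 61 were higher in BMP/FGF than in BMP and 0 lower, 26 of them past 1.5, with a median of 1.12 (camera in limma, adjusted p = 5.77e-59). Medians of 10000 random lists matched on expression lay between −0.19 and 0.18. Its median moved most when the genes drawn in Supplementary Fig. 4b were removed, to 0.92, and adjusted p ranged from 1.22e-86 to 4.98e-06 over the alternatives. The list was also higher in BMP than in EGF/FGF (0.75) and higher still in BMP/FGF than in EGF/FGF (2.03). The other lists moved as well between BMP and BMP/FGF by limma's camera: cholesterol synthesis by 0.95 (23 of 25 genes higher, adjusted p = 8.79e-34), proliferation by −0.89 (37 of 38 lower, adjusted p = 5.21e-30), FGF/MAPK feedback by 0.73 (14 of 18 higher, adjusted p = 2.00e-11) and BMP targets by −0.49 (9 of 13 lower and 2 higher, adjusted p = 0.0186). In ANS4 and BL6 the interferon medians were 1.02 and 1.30, cholesterol synthesis 0.66 and 1.21, and proliferation −0.58 and −1.09. The paper states that the distinction between the 2 quiescent states is clearest in the interferon signature and that its significance remains unclear.

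**Figure D6:**
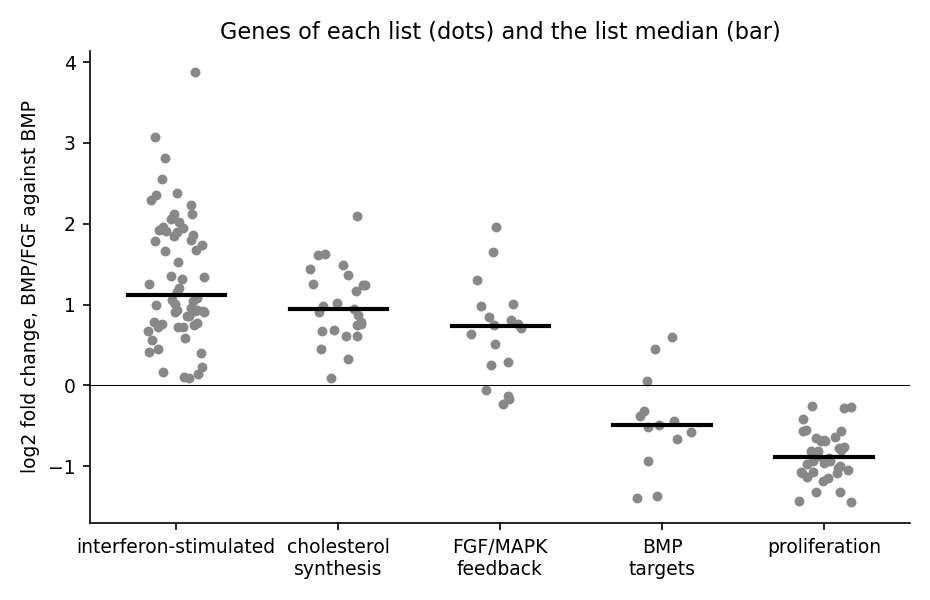
Log2 fold change of BMP/FGF against BMP for the genes of each list, a point per gene with the list's median. The median is 1.12 for interferon-stimulated genes and −0.89 for proliferation genes.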

The significance of the IRDS expression signature^22^, in quiescent NSCs remains unclear. However, it is interesting that recent studies have identified a role for interferon in the induction of quiescence in the ageing brain^44^. It is also notable that Lloren-Bobadilla et al. noted a similar induction of an interferon gamma-associated pathway during injury responses^23^. Our findings suggest that this may not be through canonical IFN ligand-driven responses, but rather is a consequence of combined BMP and FGF signaling. It will be interesting to explore the role and significance of this set of these interferon target genes, and we would speculate they may have some ancestral role in the activation of stem cells, stress responses or cell cycle re-entry checkpoint controls. It is possible these gene targets are activated alongside *Lrig1* via JAK-mediated signals. 

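Of 20 interferon ligand genes looked up, 1 appeared in the table, with a highest count of 1 in any library and 2 in total. Interferon receptor and JAK genes were read at 8 tested members, with changes between BMP/FGF and BMP from −0.11 (Ifngr1) to 0.31 (Il10rb). At FDR under 0.05, 3 were higher: Il10rb (FDR = 0.0110), Tyk2 (0.25, FDR = 0.0322) and Ifnar2 (0.22, FDR = 0.0434). Ifnar2 passed that FDR in 3 of its 11 alternatives and Tyk2 in 6 (adjusted p 0.0214 to 0.106 and 0.0338 to 0.232), and Il10rb moved most, to 0.41 in ANS4 alone (0.0109 to 0.143). Microglia markers, 6 of 12 of which were in the table, summed to 5.81 to 7.79 CPM in BMP, 9.16 to 11.9 in BMP/FGF and 13.0 to 19.0 in EGF/FGF. The paper proposes that the signature arises from combined BMP and FGF signaling rather than from interferon ligands.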

The NSC state we have generated in vitro may therefore represent a distinct subset of NSCs that operate during regeneration or repair.

Using the Fucci2a cells we also noted clear differences between the dormant and primed quiescent cells. Recent studies in *Drosophila melanogaster* have suggested that quiescent neural progenitors can arrest at G2^48^. However, we did not identify Venus positive cells within either BMP or BMP/FGF. The key consequence of FGF signaling in the presence of BMP is therefore to be in a primed G0 state, defined by lower P27 expression. Additional in vivo studies with the Fucci reporter mice will be needed to understand how Cdt1 protein degradation and DNA replication licensing machinery are regulated in the dormant and activated quiescent states.

Recent fate-mapping studies of the adult mouse SVZ seem to suggest that NSCs can transit back and forth between these proliferative and quiescent states^26^ and are consistent with our present findings. Our in vivo transplantation data suggests long term engraftment and re-entry into their original developmental program is possible, even after long term in vitro expansion. The p-qNSCs, therefore retain a capacity to re-engage with their previous niche and reveal their differentiation potential. This has practical importance, as NSC lines are highly amenable to genome editing and engineering. Thus, it now becomes feasible to engineering sophisticated modification in vitro and subsequent transplantation to create chimeric mice with transgenic or engineered NSCs. The adult SVZ NSCs may therefore be experimentally manipulated in similar ways to ES cells and HSCs (i.e. captured ex vivo, experimentally manipulated, and then transplanted to a host animal).

LRIG1 was originally identified as a regulator of stem cell balance in other niches (skin and intestine). We noted that Codega et al. reported in their supplementary datasets that *Lrig1* mRNAs are enriched in quiescent NSCs based on single expression profiling^25^ and very recent publication showed *Lrig1* expression throughout all the lateral wall^29^. Consistent with those observations, we have found that LRIG1 is expressed for a subset of NSCs in vivo and is highly expressed in primed quiescence NSCs in vitro. CRISPR-mediated ablation of *Lrig1* in NSCs resulted in hyperproliferation and mutant NSCs fail to enter in quiescence. In vivo, transplanted mutant cells in the SVZ show similar engraftment than their control WT but they display higher proliferation. Elimination of LRIG1 in HES5 population resulted in enhanced proliferation in the SVZ. We found increased numbers of GFAP/LRC + and KI67 + , suggesting that LRIG1 is required to maintain the quiescence state, avoiding awaking quiescence NSCs, most likely through EGFR signaling. On the other hand, forced overexpression of LRIG1 in NSCs, triggered cell cycle exit. All these data indicate there is an ongoing balance between LRIG1 levels and EGFR signaling that regulates quiescence NSCs transiting into an activated and proliferative state. The findings reported here raise many further questions. Do the distinct NSC states contribute equally to homeostatic neurogenesis? Do some cells serve as a reservoir for brain repair? Are there regional differences in quiescence control by LRIG1 within the heterogeneous NSCs? What is the significance of the interferon response signature in the activation in vivo? How long can this primed state persist in vivo?

Our findings are also likely to be relevant to brain cancer, glioblastoma (GBM). GBMs are driven by cells with NSC characteristics, including both quiescent and proliferative compartments. Quiescent GBM stem cells, evade cytotoxic and anti-mitotic therapies, are through to underlie the regrowth of the tumor. It is noteworthy that genome-wide association studies have been identified a risk allele associated with *LRIG1* (rs11706832)^49^. We would speculate that the quiescent cells in GBM are maintained in a primed state, with high Lrig1 expression and is consistent with their elevated CD9 expression^50^ and high IRDS expression that is associated with tumor resistance therapy^51^, and our findings of a lack of strong cytostatic responses induced by BMP^52^.

In summary, we conclude that BMP cooperates with FGF signaling to prepare cells for cell cycle re-entry – forcing them into a primed quiescent state. These primed NSCs are non-cycling, but upregulate critical markers and pathways in preparation for the exit from quiescence. We identify an important functional role for LRIG1 in NSCs, as it allows levels of EGFR to be highly expressed, but limits the signaling activity, thereby priming cells in a primed G0 for rapid cell cycle re-entry. LRIG1 is therefore a gatekeeper for the exit from quiescence. As LRIG1 is a well-known quiescence regulator of stem cells in intestinal and skin stem cells that constrains receptor-tyrosine kinase signaling pathways^53,54^, this primed quiescent state may be a state used by other tissue stem cells to balance proliferation and quiescence.

## Methods

### Cell culture

NSCs were isolated from the young adult 6-8 weeks old SVZ and maintained in vitro in serum-free basal medium supplemented with N2 and B27 (Life Technologies), Laminin-1 (Sigma, 1 μg/ml) and growth factors EGF and FGF2 (Peprotech, 10 ng/ml each)^55^. All the experiments were done in early passage after passage 3. For colony-forming assay NSCs were plated at low density (1000 cells per well-6 multiwell plate). We scored the total number of colonies per well. A minimal number of 6 grouped cells were considered a colony. Treatments with BMP-4 and FGF2/ BMP-4 were for 3 days. BMP-4 (10 ng/ml, Peprotech, AF-120-05ET-100), FGF2 (10 ng/ml, Peprotech, # 100-18b, EGF (10 ng/ml, Peprotech, #315-09), Gefitinib (LKT laboratories, G1721). Differentiation induction, NSCs were plated in no clonal density with 10 ng/ml, FGF for 2 div and then 2% FCS for 5 div.

### Animals

Mice used in this study were young adults (6-8-week old). Mice of the *Fucci2A* strains were generously provided by Richard Mort (IGMM) and Bl6 strains were maintained at the core facility of the University of Edinburgh in accordance with UK regulations. For NSCs transplants, animals were anaesthetized with 100% w/w Inhalation vapor, liquid isofluorane. Animals were fixed in a stereotactic apparatus stereotactic apparatus Stoelting (SKU S51725) and an automatic injector KD Scientific product, Model KDS-311-CE, catalog number 78-9311UU. NSCs concentrated (∼1 × 10^6^/ul) were injected in a volume of 0.2ul with a Hamilton syringe (0.1 μl min^−1^) for 2 min. Stereotactic coordinates used were 0 Anterior, 0.7 mm Lateral, 2.5 mm Deep. For in vivo detection of slow proliferating cells we used EdU (invitrogen) is dissolved in PBS at 5 mg/ml. We inject (IP) 1 mg/20 g mouse, 200 ul once daily for 3 days. After 3 weeks, mice were sacrificed and EdU detected by Click it (Thermo Fisher C10337). All animal procedures were performed under UK Government Home Office approved Procedure Project License (PC0395462) and following approval of the local Animal Welfare and Ethical Review Body (AWERB).

### Electroporation in vivo

Plasmids were injected into the ventricle of isoflurane-immobilized Rosa26-tdTomatofl/fl pups at postnatal day 2 using an Eppendorf femtojet, followed by electroporation (5 square pulses, 50 msec/pulse at 100 V, with 850 msec intervals). DNA was prepared to a final concentration of 1ug/ul with 0.1% fast green prepared in saline (0.9% NaCl)^47^. Plasmids used for electroporation in vivo were *Hes5*-SpCas9wt-T2A-iCRE-*Lrig1*guideRNA or *Hes5*-SpCas9wt-T2A-iCRE-controlRNA. Sequence of the *Lrig1* guide, AAGGCGACTCTCAGCGCGGC.

### Immunocytochemistry

Animals were deeply anaesthetized and transcardially perfused with 4% paraformaldehyde in 0.1 M PBS and brains processed for vibratome sectioning (Leica VT1,000S vibratome Samples were blocked in 10% normal goat serum and 0.2% Triton X-100 in PBS for 1 h and incubated for 48 h in blocking buffer with the appropriate primary antibodies: GFP (1: 500, 13970 Abcam), BIII tubulin (1:200 Covance, MMS435P), GFAP (1:100, G3893, Sigma-Aldrich), GFAP (1:500, Z0334 DAKO) KI67 (1:100 Thermo RM9106), OLIG2 (1:200, AB9610, Millipore), SOX2 (1:100, AB5603, Millipore), NESTIN (1:10, Rat 401, Developmental Studies Hybridoma Bank), ID1 (1;100, Biocheck, bch 1/37-2), LRIG1 (1:100, R&D, AF3688), S100B (1:100, Dako Z0311, 1:100), CD9 (1:100, 14-0091-82, eBioscience, 1:500), O4 (1:100, R&D MAB1326), p27 (1:200, sc-1641, Santa Cruz), PCNA (1:200, sc-56, Santa Cruz), RFP (1:500, Abcam 62341), FLAG M2 (1:1000, Sigma F1804).

Cells were fixed with 4% paraformaldehyde for 20 min, incubated in blocking buffer (10% normal goat serum and 0.2% Triton X-100 in 0.1 M phosphate buffer saline) for 30 min, and incubated overnight at 4 °C with the indicated primary antibodies. After several washes with PBS, immunoreactivity was detected appropriate Alexa Fluor-conjugated (Life Technologies) secondary antibody (1:500) diluted in blocking buffer. Cells were counterstained with 4′,6′, -diamidino-2-phenylindole (DAPI) or DRAQ5 and mounted with Fluorsave (Calbiochem).

Manufacturer’s instructions were followed for both EdU (Click it Thermo Fisher (C10337) and for protein synthesis (Click it Thermo Fisher OP-Puro (C10456)) assays. Images were taken and analyzed using Confocal (Leica SP8, 4 and 5 detectors) and Nikon TiE. For quantification of OP-Puro each cell was measured using Fiji and negative control with no fluorescence was used as negative control. For quantification of the immunofluorescent in vivo signals in Fucci in each cell were measured with Fiji as mean pixel (px) density as follows: above background, 5 px; mCherry high ≥ 50 px; mCherry low = 4–50 px; and mCherry negative ≤ 4 px. For CD9 levels quantification, we used same procedure above background, 7 px; CD9 high ≥ 60 px; CD9 low = 7–60 px; and CD9negative ≤ 6 px. Fiji version:2.0.0-rc-69/1.52i.

### Flow cytometry and sorting

For cell sorting using antibodies, we splited the cells and washed with PBS. Pellet of cells was incubated with the primary antibodies LRIG1 (1:200, R&D AF3688) and CD9 (1:500, eBioscience 14-0091) diluted in PBS with 4%FCS in the incubator at 37 °C for 1 h. After we washed with PBS to remove primary antibodies, secondary Alexa Fluor-conjugated (Life Technologies) antibodies diluted (1:500) in PBS-4%FCS were incubated for 10 min. When we sorted Fucci line, after the incubation of the antibodies we selected the different populations based on the levels in intensity of red mCherry (high and low). In both populations (high and low mCherry) we isolated more positive CD9 cells and plated for colony-forming assay and RNA extraction. We used BD LSR Fortessa (SORP) and BD Fusion Cell Sorter for analysis and sorting respectively.

### Western Immunoblotting

Immunoblotting was performed using standard protocols. Antibodies were diluted in 5% milk powder in PBS Triton 0.1%, and protein detection was carried out with HRP-coupled secondary antibodies and X-ray films. The following primary antibodies were used: LRIG1 (1:100, R&D, AF3688), EGFR (1:1000, D38B1, Cell Signaling, #4267), EGFR-p (1:1000, Tyr 1068, Cell Signaling, #3777), pSMAD1-5 (1:1000, Cell Signaling, #9516), SMAD1 (1:1000, Cell Signaling, #9743), ppERK1/2 (1:1000, Cell Signaling #9101), ERK1/2 (1:1000, Cell Signaling 4695), Phospho-AKT (Ser473) (1:1000, Cell Signaling #9271), AKT (1:2000, CST #9272), SOX2 (1:1000, Abcam #92494), GAPDH (1:50000; GenTex, GTX627408). β-ACTIN (1:5000, Sigma #A5316). No accutase was used for splitting the cells from the plate.

### Transfection and derivation of clonal lines

For the generation of eGFPp27-mCherryPCNA NSC line, guide RNA was manually designed to introduce the eGFP tag into the 5′ UTR of PCNA or mCherry tag into the 3′ UTR of CDKN2A (p27) based on the annotation of the 5′UTR, initial coding exon, final coding exon, and the 3′ UTR sequence. A ∼100 bp sequence around the stop codon was used as an input for guide RNA design using the DESKGEN cloud design tool. High-scoring guide RNAs were chosen based on minimal predicted off-target cleavage events and having a cut site within the 5′ UTR (PCNA) or 3′ UTR (CDKN2A/p27). For dsDNA block design, the eGFP/mCherry tag sequence was flanked by ∼200 bp homology arms and a PAM blocking mutation (NGG > NGC) was introduced to prevent re-cutting of donor DNA by Cas9. Ribonucleoprotein (RNP) was assembled and transfected^56^. Synthetic Alt-R crRNA and tracrRNA were manufactured by Integrated DNA Technologies. dsDNA block oligonucleotides were manufactured by Twist Bioscience and recombinant Cas9 protein was made in-house. Sequence of the guide RNA for p27, ACGTTTGACATCTTCCTCCT and for PCNA, GCGTGCCTCAAACATGGTGG. NSCs were transfected using PiggyBac-GFP-Luc BSD plasmid. For *Lrig1* mutant cells, design and construction of CRISPR sgRNAs are described in^33^. We disrupted Exon1 based in Suzuki et al. We used 4D Amaxa nucleofector and DN-100 program. For *Lrig1* deletion we used 2 RNA guides with the following sequences: AAGGCGACTCTCAGCGCGGC and TACTCACAGGCTGCGCGTCC. 

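The first guide (AAGGCGACTCTCAGCGCGGC) matched 3 Lrig1 transcripts over its whole length and no other gene among the annotated transcripts. It lies in exon 1 in the sense direction, in the 5′ UTR at chromosome 6, 94699965 to 94699984, 279 bases ahead of the ATG, and is followed by GGG in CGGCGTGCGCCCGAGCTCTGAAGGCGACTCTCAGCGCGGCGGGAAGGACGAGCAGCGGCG. The other guide (TACTCACAGGCTGCGCGTCC) had 0 whole matches in transcripts. Its last 13 bases are antisense to the coding end of the exon (94699462 to 94699474, exon end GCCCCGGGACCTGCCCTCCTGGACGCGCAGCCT), followed on that strand by AGG. The remaining 7 bases would reach past the exon to 94699455, and were not compared with intron sequence. Between the guides lie 490 bases of exon 1, which is 676 to 697 bases long in the 3 transcripts, the start codon among them.

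**Figure D7:**
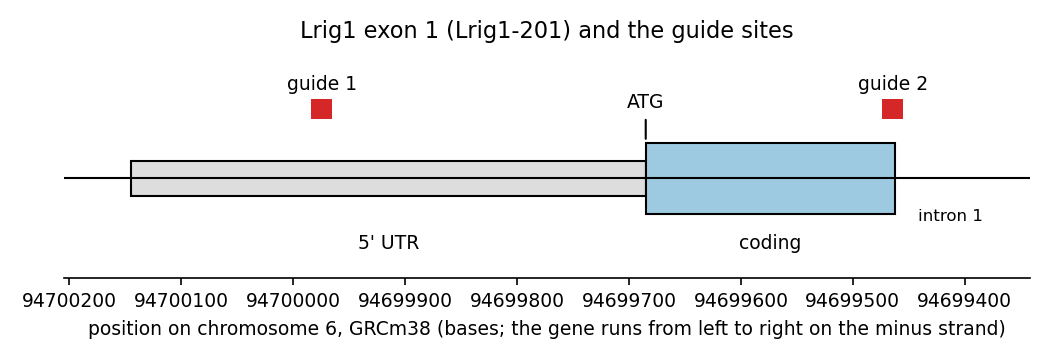
Exon 1 of Lrig1 on chromosome 6 (horizontal axis, position in bases), with the coding part, the ATG and the guides. The guides lie 490 exon bases apart, on either side of the ATG at 94699685.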

To overexpress *Lrig1* we used m*Lrig1*-CFLAG (Mouse LRIG1 expressed from CMV promoter; gift from Prof Kim Jensen, University of Copenhagen). See Supplementary Table 1 primer sequences.

### PCR-based Lrig1 genotyping cells

For genomic DNA isolation, each well of a confluent 24-well plate was lysed with 40 µl of lysis buffer (0.45% NP40, 0.45% Tween20, 1x NEB LongAmp PCR buffer) containing 0.2 mg ml−1 proteinase K (Sigma). After a 2 h digestion at 55 °C, samples were heated to 95 °C (10 min) and 1–2 µl of the lysate was used in a 10 µl PCR reaction. PCR mix consisted of 0.2 µl DMSO (100% v/v, Sigma), 0.3 µl dNTPs (10 mM, Thermo Fisher Scientific), 2.0 µl 5x LongAMP buffer (NEB), 0.4 µl LongAMP Taq DNA polymerase (NEB), and 12 pmol of each primer. Thermal cycling was performed using the following conditions: 1 cycle 94 °C for 3 min; 35 cycles (94 °C for 30 s, 60 °C for 30 s, 65 °C for 2 min); followed by a final extension at 65 °C for 10 min. Amplicon around 1200 bp (see Supplementary Table 1 primers sequences).

### Quantitative real-time RT-PCR

RNA was extracted using the RNeasy spin column kit (Qiagen), plus DNase treatment to eliminate gDNA. cDNA was generated with SuperScript III (Invitrogen), and quantitative RT-PCR was performed using Taqman Universal PCR Master Mix (Applied Biosystems). The following Taqman assays (Life Technologies) were used: *Egfr* (Mm00433023_m1, *Hes5* (Mm00439311_g1), *Tlx* (Mm00455855_m1), *mcm2* (Mm00484815_m1), *Sox2* (Mm03053810_s1), *Prom1* (Mm00726334_s1), *Bmi1* (Mm03053308_g1), *FoxG1* (Mm02059886_s1), *Gfap* (Mm99999915_g1), *p21* (Mm04205640_g1), *Nfix* (Mm00477791_m1), *Pdgfra* (Mm00440701_m1), *Ephrin2* (Mm01215897_m1), *Foxo3* (Mm00490673_m1), *Id1* (Mm00775963_g1), *Sox9* (Mm0083422_m1,) *Gli3* (Mm0049654_m1), *Gli1* (Mm00492345_m1), *Fabp7* (Mm00445225_m1), *Lrig1* (Mm00456116_m1), *S100* (Mm0048597), *Aqp4* (Mm00802131).

### RNA-seq processing and analysis

RNA extraction was performed using the Qiagen RNeasy Plus minispin column kit, eluting in 50 µL of RNase-free water, and using an additional DNase step. RNA concentration was determined using the Qubit RNA High-Sensitivity kit (Life Technologies). Sample concentration and quality was assessed using the Aligent Tapestation and Nanodrop, only samples with a RIN value of 9.6 or above were used. For RNA-seq we used RNA-Seq Quantification Library (Low input Library) BGISEQ-500RS. Fastq files were trimmed via Trimgalore (version 0.5.0) and aligned with Kallisto (version 0.44.0) to the mm10 transcriptome (Martin, 2011; Bray *et al*., 2016). Tximport (version 1.8.0) was used to summarize read counts before subsequent normalization and differential expression as per DESeq2 (version 1.27.32). All downstream analysis and visualization were completed following regularized logarithm transformation (rlog) via DESeq2. GO enrichment analysis was completed via the hypergeometric test using the R package clusterprofiler (version 3.15.4) on differentially expressed genes (> 1.5 log_2_ fold change, < 0.05 FDR) (Yu *et al*., 2012).

### RPPA analysis

For RPPA we prepared the samples Lysis Buffer: 1% Triton X-100, 50 mM HEPES, pH 7.4, 150 mM NaCl, 1.5 mM MgCl2, 1 mM EGTA, 100 mM NaF, 10 mM Na pyrophosphate, 1 mM Na3VO4, 10% glycerol, containing freshly added protease and phosphatase inhibitors from Roche Applied Science Cat. #: 05056489001 and 04906837001, respectively. 4x SDS Sample Buffer: 40% Glycerol, 8% SDS, 0.25 M Tris-HCL, pH 6.8. Before use, we added 2-mercaptoethanol at 1/10 of the volume. Clarified supernatants in biological triplicate were adjusted to 2 mg/mL concentration and printed onto nitrocellulose-coated slides (Grace Bio-Labs) in a dilution series (four serial 2-fold dilutions) in technical triplicate using an Aushon 2470 arrayer (Aushon Biosystems). Slides were blocked, probed with validated primary antibodies and detected with DyLight 800-conjugated secondary antibodies (New England BioLabs). Slides were read using an InnoScan 710-IR scanner (Innopsys) and quantified using Mapix (Innopsys). Relative fluorescence intensities were normalized to respective FastGreen-stained spots (total protein), and data were computationally analyzed.

### Statistic methods

Results are presented as mean ± SEM of a number (*n*) of independent experiments. Statistical significance was determined by two-tailed Student’s t-tests using GraphPad (version 9.0.0). Treatment experiments were analyzed by paired *t*-test. When comparisons were performed with relative values (normalized values and percentages), data were normalized by using an arc-sen transformation. Values of *P* < 0.05 were considered statistically significant. Box and whisker plots show the mean, and maximum and minimum values.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The datasets generated during and/or analyzed during the current study are available from the corresponding author on reasonable request and will be deposited in the GEO database (GSE168189). The remaining data are available within the Article, Supplementary Information or available from the authors upon request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: LRIG1 is a gatekeeper to exit from quiescence in adult neural stem cells
**Source:** Nat Commun. 2021 May 10;12:2594. doi: 10.1038/s41467-021-22813-w
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Figures

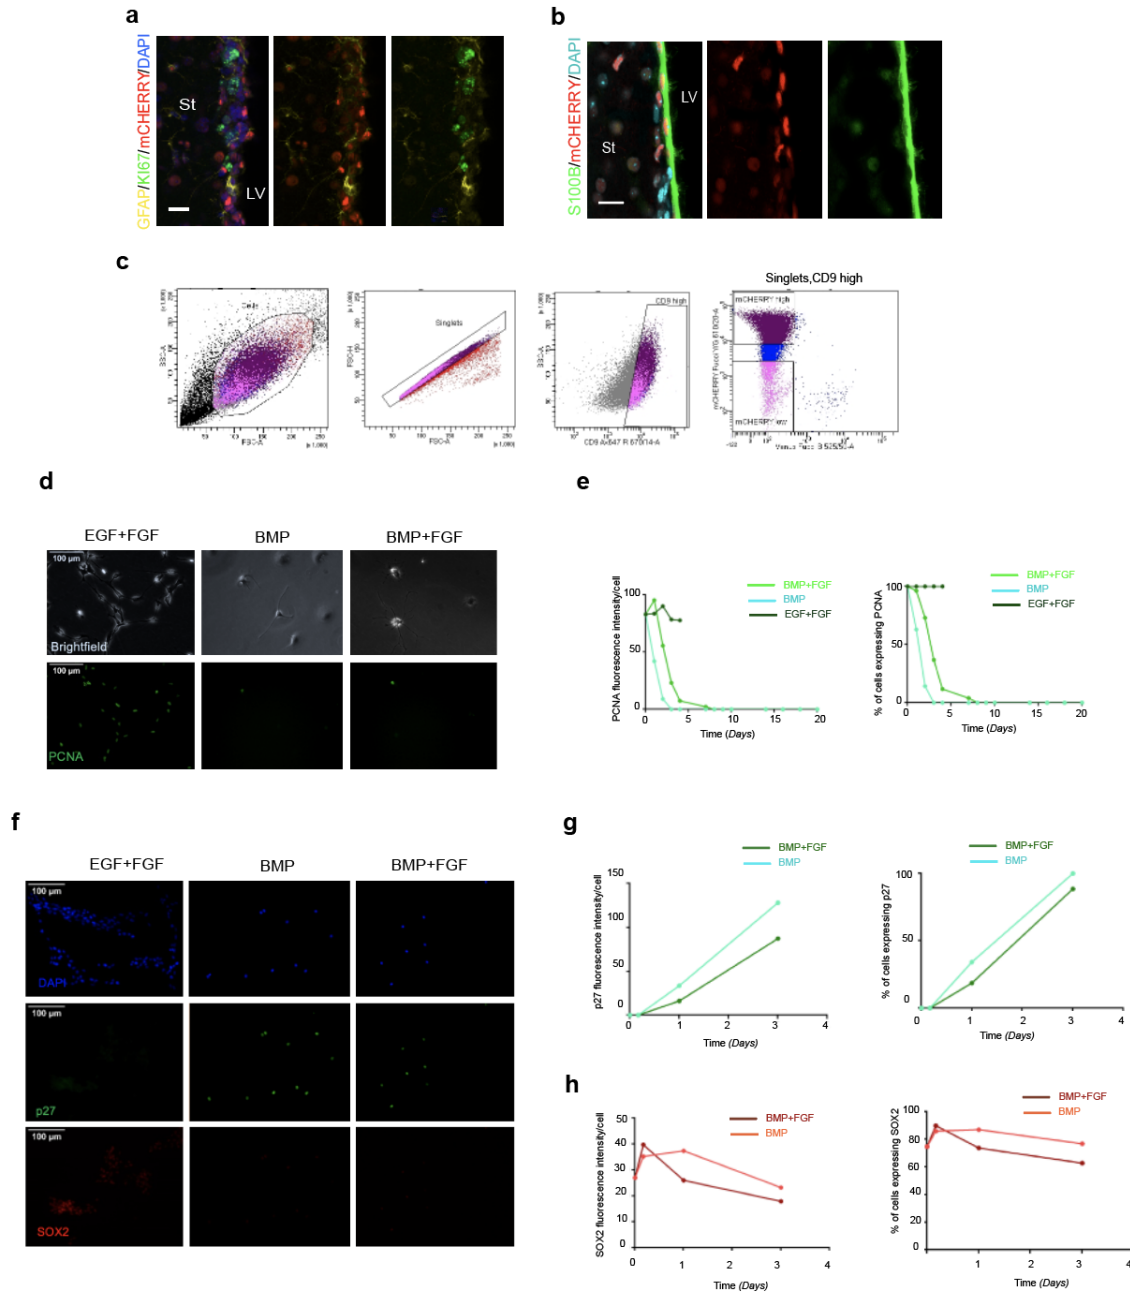

**Figure S1 | Live cell imaging of a PCNA-GFP reporter NSC line.** (a) Immunostaining of GFAP (yellow), Ki67 (green) and mCherry (red) in SVZ of Fucci2a mice. (b) Immunostaining for S100B (green), mCherry (red) and nuclear counterstaining with DAPI (blue). (c) Gating strategy to sort high population of CD9 with different levels of mCherry reporter in NSCs. (d) Live cell imaging of PCNA of cells cultured with BMP and BMP/FGF for 4 days. (e) (left) Average PCNA fluorescence intensity per cell and percentage of cells expressing PCNA in cells cultured with BMP and BMP/FGF2 for different days (right) Quantification of the percentage of PCNA positive cells (n=3). (f) Immunocytochemistry assay reveals that p27 quiescence marker expression is notably increased with BMP and BMP/FGF2 nourishment while SOX2 stemness marker is very slightly decreased (n=3). (g) and (h) Variation in p27 and SOX2 expression and DAPI marker of cells cultured in proliferating medium, BMP and BMP/FGF2 for 3 days. Scale bar in (a) and (b) is 20  $\mu$ m and in (d) and (f) is 100  $\mu$ m. LV: Lateral Ventricle.

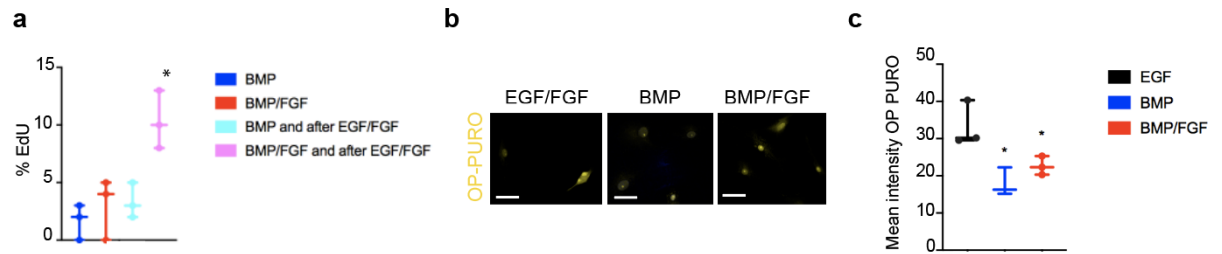

**Figure S2 | Quiescent cells have reduced protein synthesis.** (a) Percentage of EdU positive cells during treatments (left) NSCs in BMP and BMP/FGF don't incorporate EdU and after re-exposure to the mitogens (right). (n=3). (b) Images of the detection of protein synthesis using Click-iT® OPP Alexa Fluor® 647 in the different conditions in vitro. (c) Quantification of the mean intensity of OP-Puro. 500 cells were analyzed per condition. Scale bar in (b) is 20  $\mu$ m (n=3). Data are shown as mean  $\pm$  SEM of the indicated number of the experiments (n) (\*  $p < 0.05$ ). Source data are provided as a Data Source File.

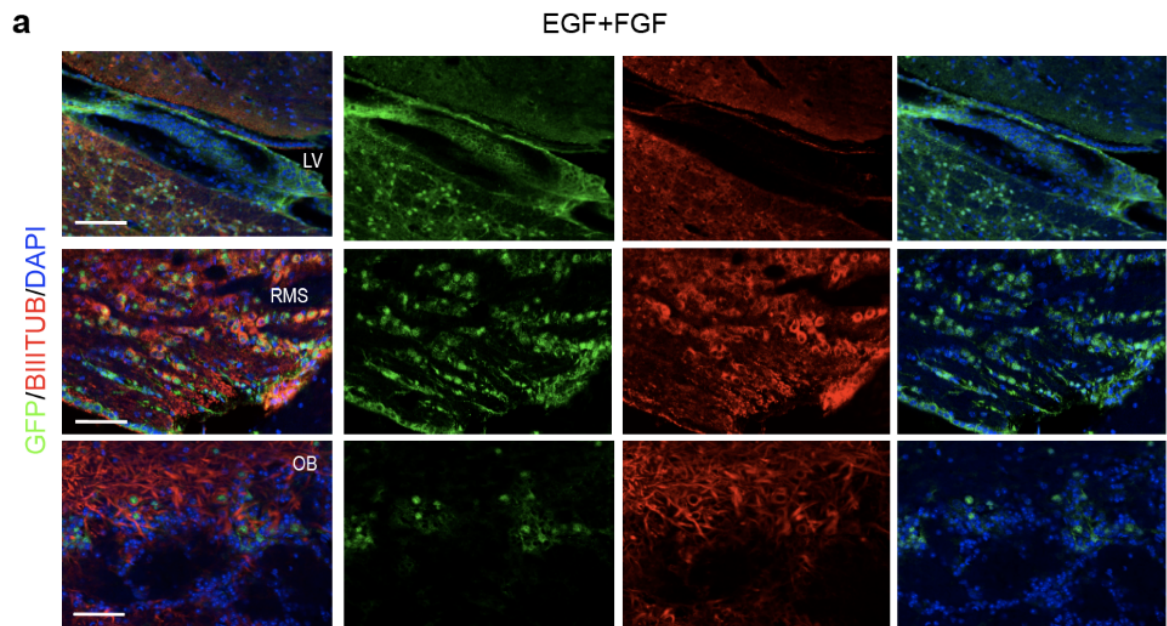

**Figure S3 | Neural stem cells growing in vitro for several months are able to engraft in the adult SVZ and generate neurons in the olfactory bulb.** One month after transplantation: (a) Panoramic immunostaining of NSCs engrafted in the SVZ (top panel), migrating through the RMS and arriving to the OB. GFP (green), BIIT tubulin (red) and nuclear counterstaining with DAPI (blue). LV: lateral ventricle, RMS (rostral migratory stream) and OB (olfactory bulb). Scale bar in (A) is 100  $\mu$ m.

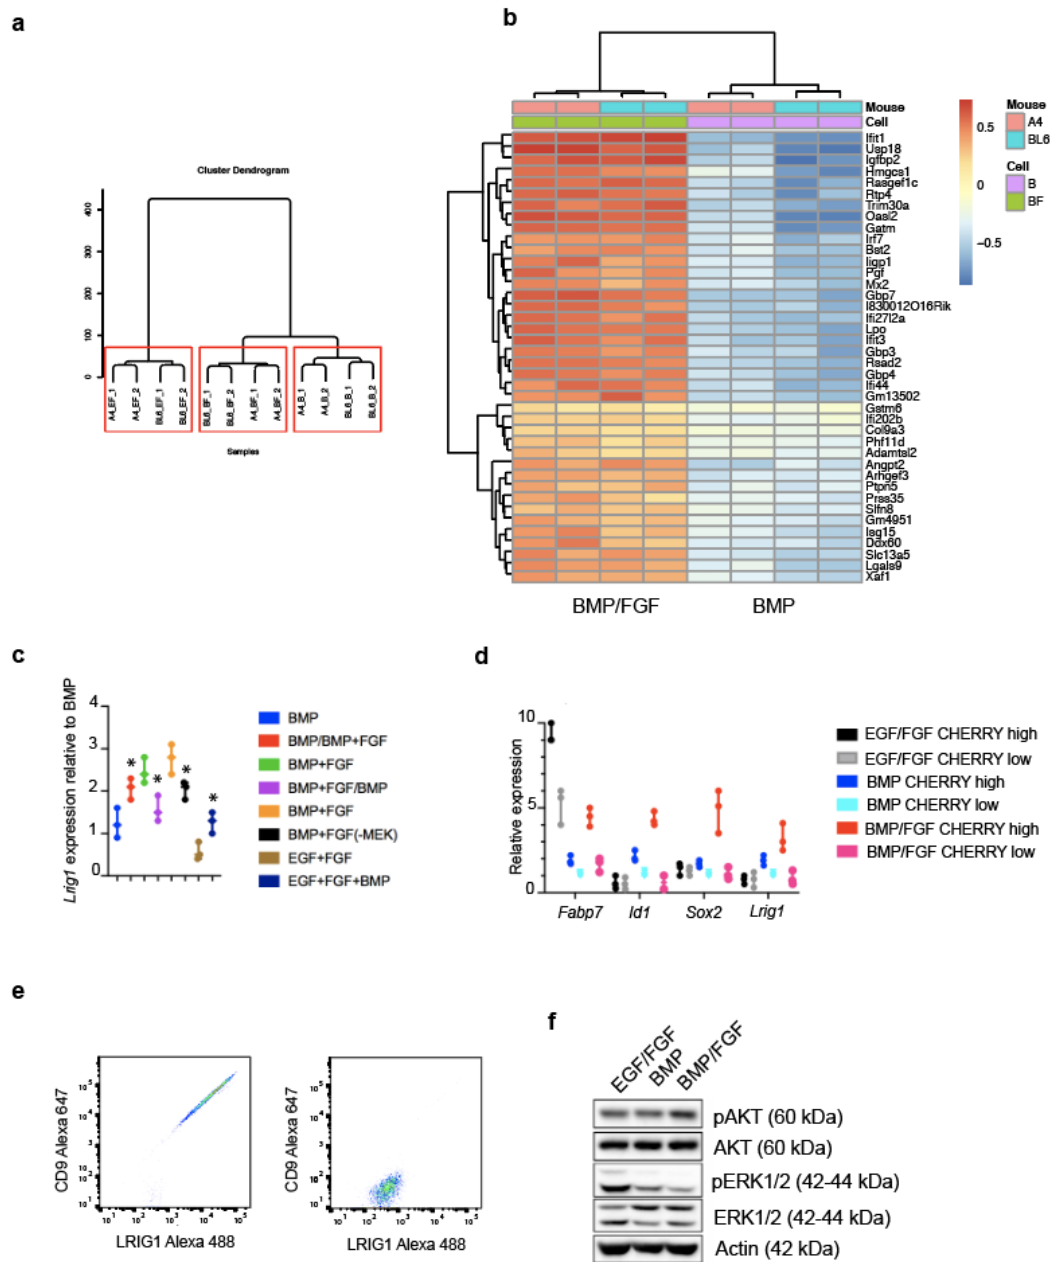

**Figure S4 | Interferon type I is upregulated in quiescence population.** (a) RNAseq analysis of the different states of NSCs. Cluster dendrogram showing the different NSCs lines (ANS4 and BI6) in the different conditions (EGF+FGF2, BMP, BMP+FGF2). Number of biological replicates in RNA seq is 2. (b) Heat map of the most differentially expressed transcripts across RNA sequencing (RNA-seq) libraries in BMP and BMP+FGF2 using different NSC lines (ANS4 and BI6). (c) *Lig1* expression measured by qPCR in different conditions (n=3). Treatments were switched between BMP and BMP+FGF respectively after 3 days. MEK inhibitor was added to figure out *Lig1* expression in quiescence condition. Control of EGF+FGF+BMP was added (d) Relative expression of *Fabp7*, *Id1*, *Sox2*, *Lig1* of the sorted populations based on high levels of CD9 and different levels of mCHERRY Fucci reporter (n=3). (e) Cytometry analysis showing co-expression of LRIG1 (Alexa 488) and CD9 (Alexa 647) in cells treated with BMP/FGF. Right plot negative control of the same cells only with secondary antibodies. (f) WB for pAKT, AKT, pERK1/2, ERK and actin in the different conditions (n=3). Data are shown as mean  $\pm$  SEM of the indicated number of the experiments (n) (\*p < 0.05). Source data are provided as a Data Source File.

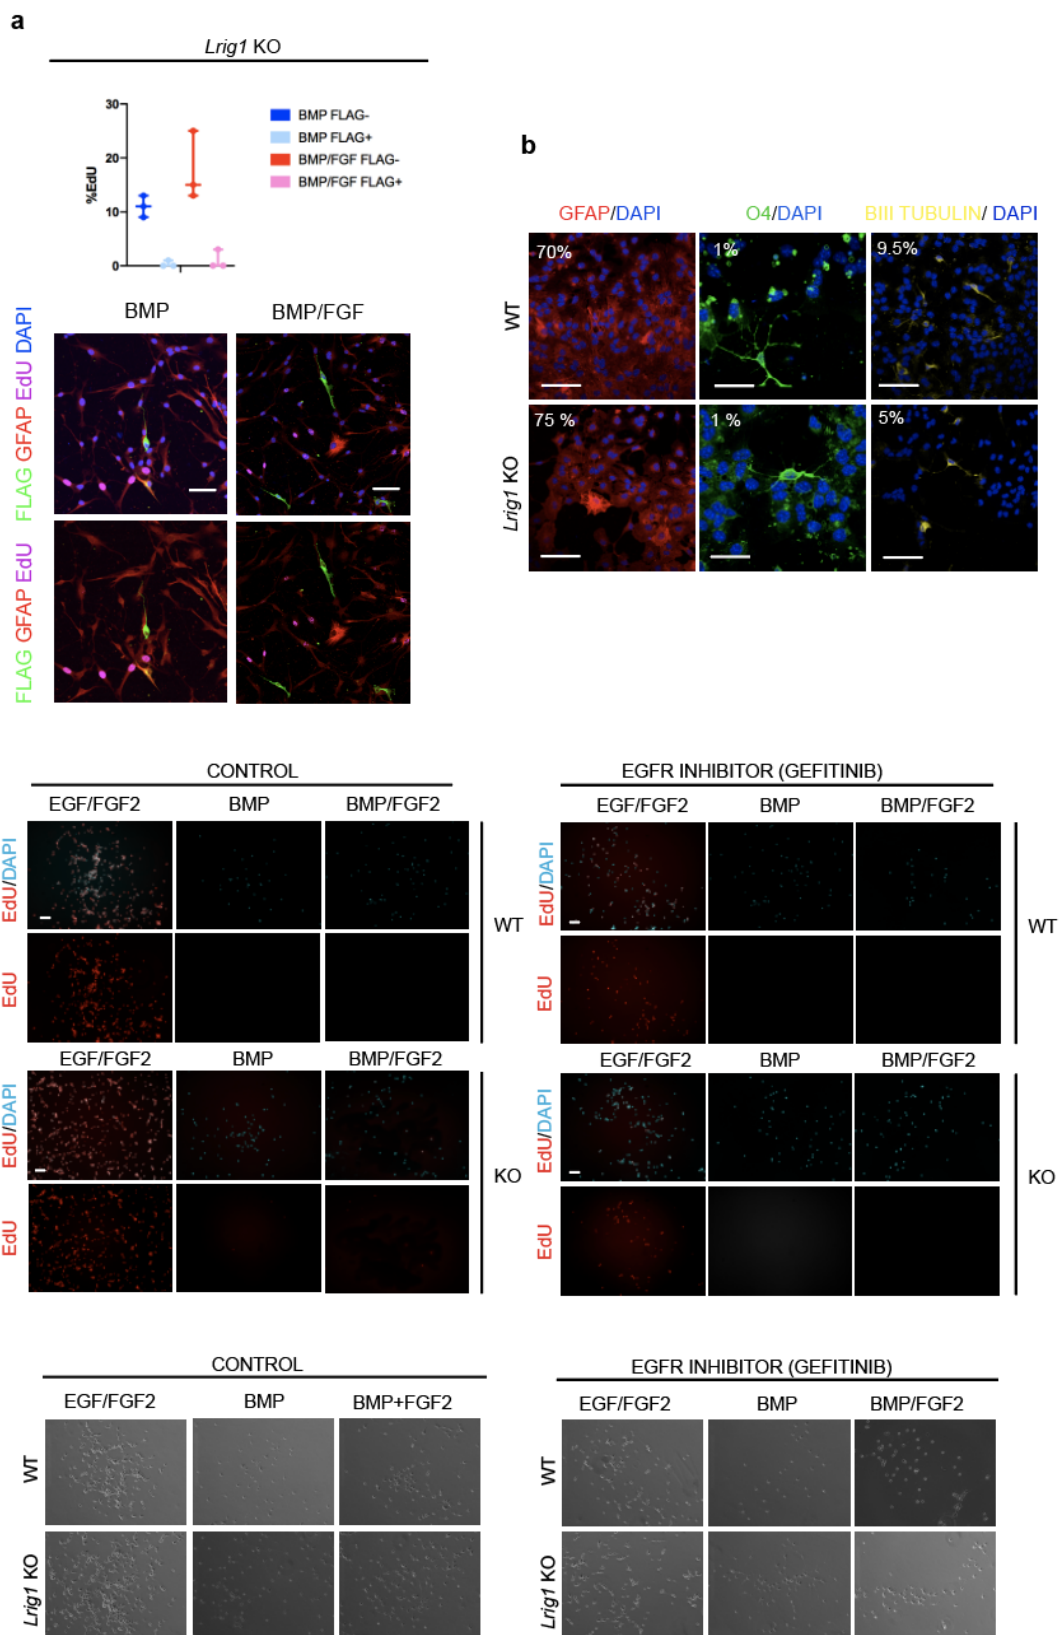

**Figure S5 | Differentiation responses in *Lrig1* null NSCs.** (a) (Top) Quantification of EdU in *Lrig1* KO cells treated with BMP and BMP/FGF after transfection with m*Lrig1*-FLAG (n=3 independent experiments in each group). (Bottom) ICC for Flag (green), GFAP (red), EdU (magenta) and DAPI (blue) (n=3 per condition). (b) ICC for GFAP for astrocytes (red), O4 for oligodendrocytes (green) and BIII TUBULIN for neurons (yellow) in WT and *Lrig1* KO. Nuclear counterstaining with DAPI (blue) (n=3). Quantification of the percentage of cells. (c) EdU detection (red) and nuclear counterstaining with DAPI (blue) in the treated WT and *Lrig1* KO cells with and without EGFR inhibitor (n=3). (d) Phase contrast images of the cells WT and *Lrig1* KO in the different conditions with and without Gefitinib (EGFR inhibitor) (n=3). Scale bar in (a) and (b) is 50  $\mu$ m and in (c) is 100  $\mu$ m. Source data are provided as a Data Source File.

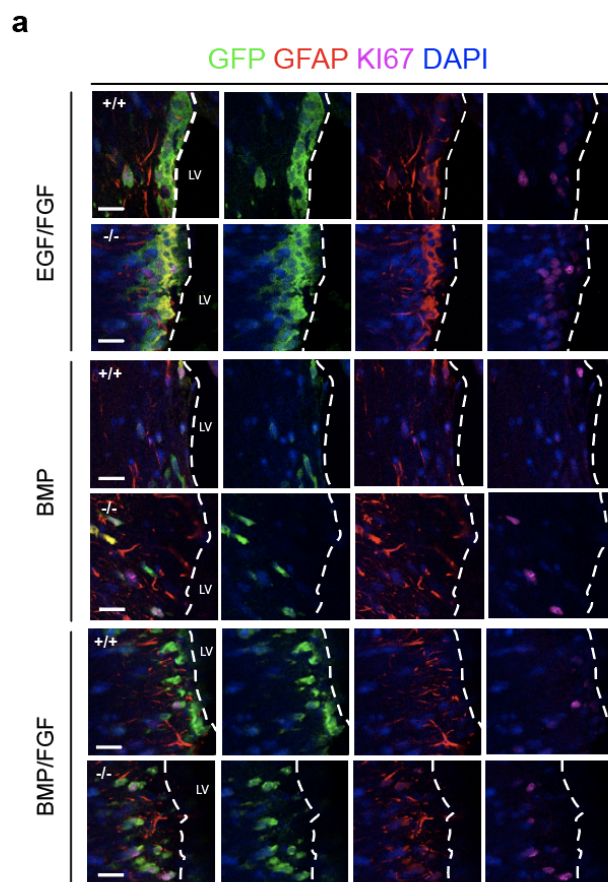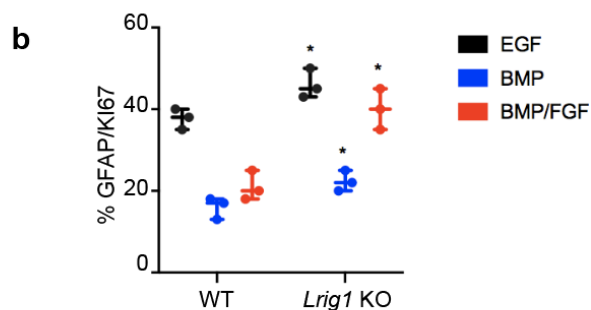

**Figure S6 | *Lrig1* deficient cells display excessive proliferation in vivo.** (a) Immunohistochemistry for GFP (green), GFAP (red), KI67 (magenta) and nuclear counterstaining with DAPI (blue). WT and KO cells were treated with EGF/FGF, BMP and BMP/FGF for 3 days before to be transplanted. LV: Lateral Ventricle. (b) Quantification of percentage of GFAP-KI67/GFP. Scale bar in (a) is 20  $\mu$ m. Data are shown as mean  $\pm$  SEM of the indicated number of the experiments (n) (n=3) (\*p < 0.05).

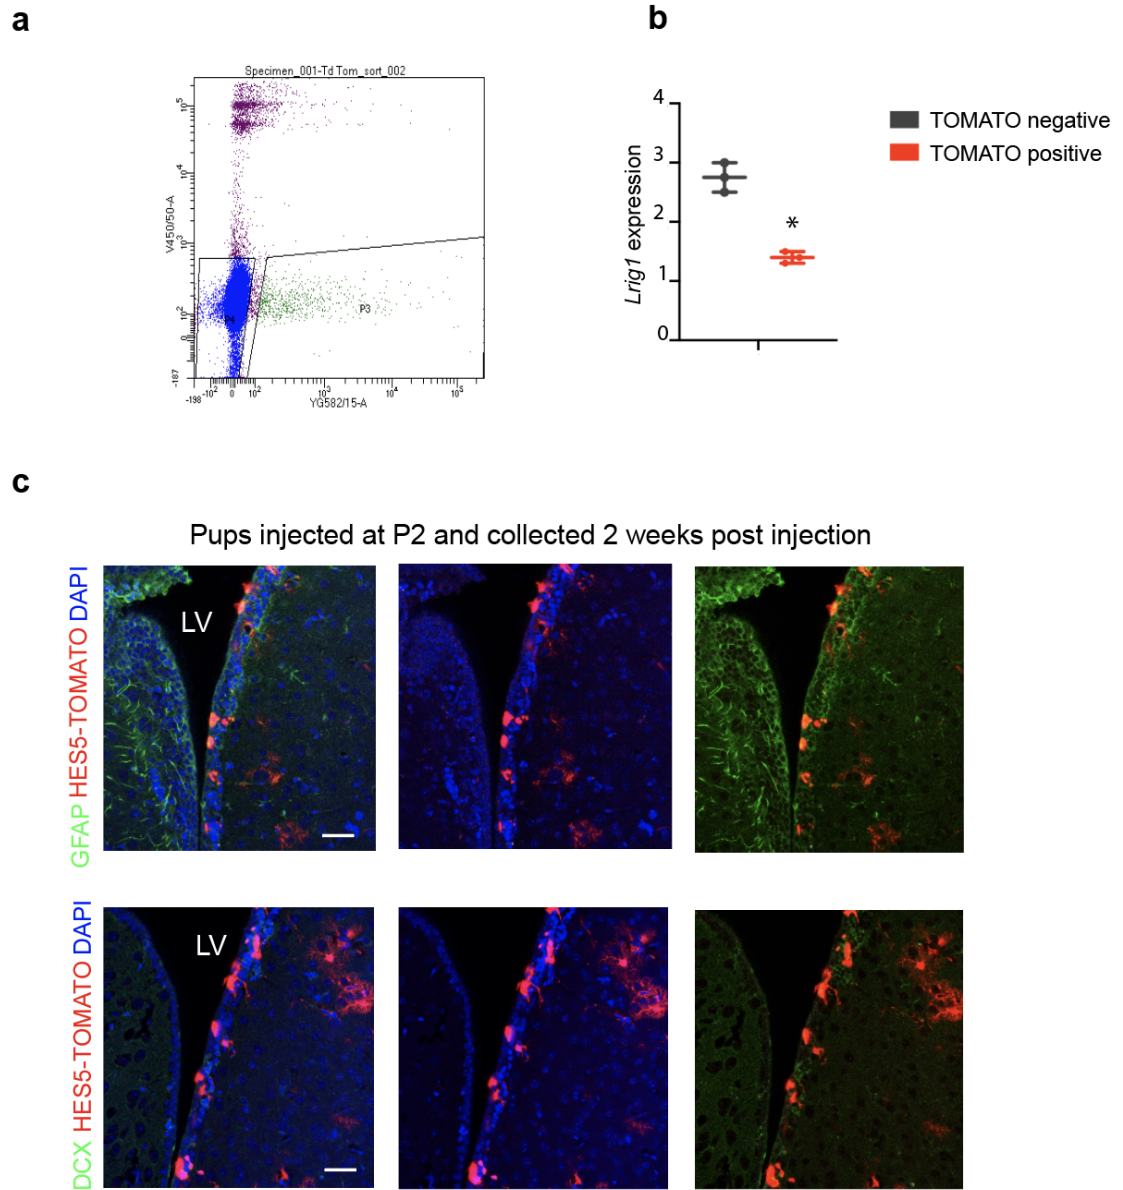

**Figure S7 | HES5-TOMATO NSCs transfection in vitro and in vivo.** (a) Validation of the guide for *Lrig1* deletion. Flow sorting analysis after transfection of NSC floxed tomato cells. (b) *Lrig1* expression by qPCR in the sorted population TOMATO- and TOMATO+ (n=3 per condition). (c) IHC of the SVZ of the Pups after 2 weeks post injection. HES5 TOMATO (red), GFAP (green), DCX (green) and nuclear counterstaining with DAPI (blue). LV: Lateral ventricle. Scale bar is c) is 30  $\mu$ m (\*p < 0.05). Source data are provided as a Data Source File.

**Supplementary Table 1. Primer sequences**

|                        | <b>Primer sequences</b> |
|------------------------|-------------------------|
| <i>Lrig1</i> Forward 1 | 5' CGAGCGCTCTTATGGGTTAG |
| <i>Lrig1</i> Forward 2 | 5' TATGGGTTAGGACGCCAAAA |
| <i>Lrig1</i> Reverse 1 | 5' CCACTCGCTGACTTCCAGA  |
| <i>Lrig1</i> Reverse 2 | 5' CACTCATGTCCTGCATCCTC |
| <i>PCNA</i> Forward    | 5' TGCTCAAACCACGGGTACGA |
| <i>PCNA</i> Reverse    | 5' CCCGCTCACCTGGTGAGGTT |
| <i>p27</i> Forward     | 5' TTTTCCGGAGAGAGGCGAGG |
| <i>p27</i> Reverse     | 5'AGCTGCCCCTCTCCACCTCC  |

# Supplementary material for: LRIG1 is a gatekeeper to exit from quiescence in adult neural stem cells
**Source:** Nat Commun. 2021 May 10;12:2594. doi: 10.1038/s41467-021-22813-w
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ A description of all covariates tested
- ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection *Provide a description of all commercial, open source and custom code used to collect the data in this study, specifying the version used OR state that no software was used.*

Data analysis Fiji (2.0.0-rc-69/1.52i.) and GrapNhoPtpdpl(ivcaebresion 9.0.0).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The datasets generated during and/or analysed during the current study are available from the corresponding author on reasonable request.

## Field-specific reporting

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                        |
|-----------------|------------------------------------------------------------------------------------------------------------------------|
| Sample size     | All experiments with mice and cell line were performed at least in triplicate.                                         |
| Data exclusions | We excluded some transplanted mice where there were technical with transplantation and no evidence of cells engrafted. |
| Replication     | Three independent experiments were performed.                                                                          |
| Randomization   | na                                                                                                                     |
| Blinding        | na                                                                                                                     |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | GFP (1: 500, 13970 Abcam) , BIII tubulin (1:200 Covance, MMS435P), GFAP (1:100, G3893, Sigma-Aldrich), GFAP (1:500, Z0334 DAKO) KI67 (1:100 Thermo RM9106), OLIG2 (1:200, AB9610, Millipore), SOX2 (1:100, AB5603, Millipore), NESTIN (1:10, Rat 401, Developmental Studies Hybridoma Bank), ID1 (1:100, Biocheck, bch 1/37-2), LRIG1 (1:100, R&D, AF3688), S100B (1:100, Dako Z0311, 1:100), CD9 (1:100, 14-0091-82, eBioscience, 1:500), O4 (1:100, R&D MAB1326), p27 (1:200, sc-1641, Santa Cruz) , PCNA (1:200, sc-56, Santa Cruz), RFP (1:500, Abcam 62341), FLAG M2 (1:1000, Sigma F1804). |
| Validation      | Validation was based on manufacturers datasheets, or was internally controlled in our experiments.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                    |
|-------------------------------------------------------------------|------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Primary cell lines derived in this study were from adult SVZ tissue of young mice. |
| Authentication                                                    | na                                                                                 |
| Mycoplasma contamination                                          | na                                                                                 |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | na                                                                                 |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                    |                                                                                                                                                                                                                                                                                                                                                               |
|--------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | Postnatal day 2 mice and adult mice.                                                                                                                                                                                                                                                                                                                          |
| Wild animals       | <i>Provide details on animals observed in or captured in the field; report species, sex and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.</i> |

## Field-collected samples

For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.

## Ethics oversight

Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

## Sample preparation

We split the cells and washed with PBS. Pellet of cells was incubated with the primary antibodies diluted in PBS with 4%FCS in the incubator at 37C for 1 hour. After we washed with PBS to remove primary antibodies, secondary Alexa Fluor-conjugated (Life Technologies) antibodies diluted (1:500) in PBS-4%FCS were incubated for 10 min.

## Instrument

BD LSR Fortessa (SORP) and BD Fusion Cell Sorter for analysis and sorting respectively

## Software

FlowJo software

## Cell population abundance

na

## Gating strategy

For isolation of Lrig1 ablated cells, we gated on parental non CRISPR treated control lines, shown in the main Figure.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

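RNA-seq was measured in 12 libraries of mouse NSC cultures: EGF/FGF, BMP (d-qNSCs) and BMP/FGF (p-qNSCs), each with 2 replicates of the ANS4 line and 2 of the BL6 line. The libraries were made with the low input protocol for BGISEQ-500RS. The authors trimmed the reads with Trimgalore 0.5.0, quantified them with Kallisto 0.44.0 against the mm10 transcriptome and summarized them per gene with Tximport 1.8.0, and deposited the estimated counts as whole numbers. A further table, deposited by the authors under a name that speaks of normalised counts, holds log2 values made with the regularized logarithm of DESeq2. An rlog recomputed from the counts differed from that table by a median of 0.00793 and by at most 1.56. Both tables hold the same genes, and the column labels gave condition, line and replicate number of every library. All per-sample columns were used.

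Library totals lay between 18069052 and 19451818, so that 1 count equals 0.0514 CPM in the largest library and 0.0553 in the smallest. A level of 3 counts or fewer in every library of a condition was treated as a floor, and folds against such a condition are given as lower bounds. Analyses ran in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0, and in Python 3.11.15 with scipy 1.17.1, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

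Genes were kept by edgeR's filterByExpr (13312 kept, 4053 not), normalized by TMM and fitted with glmQLFit on all 12 libraries with condition and cell line as terms. Contrasts of BMP/FGF against BMP, BMP against EGF/FGF and BMP/FGF against EGF/FGF were tested with glmQLFTest, two-sided, and adjusted by Benjamini-Hochberg over all tested genes. A gene was counted as differing at FDR under 0.05 and as past the threshold with an absolute log2 fold change above 1.5, both values from the paper. The difference between the lines was tested with a line by condition interaction in the same way. Log2 CPM used a prior count of 2. For named genes, levels were also compared by an exact permutation test on log2 of CPM with 0.1 added, over all ways to divide 8 libraries into 4 and 4. This test disregarded the line.

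Principal components and clustering (Euclidean distance, complete linkage, tree divided into 3) used the deposited rlog values of the tested genes. Reactome pathways for mouse, from fgsea, with 10 to 500 tested genes were examined in place of gene ontology by a one-sided hypergeometric test against the tested genes found in any pathway, with Benjamini-Hochberg adjustment over 829 pathways. Gene lists were tested with camera (inter-gene correlation 0.01), two-sided, adjusted over 5 lists, and each list's median log2 fold change was placed among 10000 random lists matched on mean expression in 20 bins. A further 10000 lists were matched on GC content, transcript length and mean expression, drawn from 100 neighbours of each gene. Transcripts of GENCODE vM21 on GRCm38 gave gene positions, transcript lengths and the places of the Lrig1 guides.

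The genes named are those in the paper's RNA-seq paragraphs, Fig. 4c or Supplementary Fig. 4b, with Cd9, Cdkn1b, Ccnd1 and Myc, members of the lists, and the 5 largest rises and 5 largest falls between BMP and BMP/FGF. The rises and falls were taken among genes at FDR under 0.05 with a mean of at least 1 CPM over all libraries and the same direction in both replicates of both lines. In Supplementary Fig. 4b, 1 gene was found under a newer symbol, and Gm13502 is not analysed here. Oals2 in the text was read as Oasl2. For some named genes the values of the single gene are not reported here, whereas counts and correlations over groups of genes include them, apart from the counts of deviating libraries and of named genes with a line difference.

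The alternatives to each result were DESeq2's size factors, library size only, the DESeq2 Wald test, no filter, no line covariate, replicate number as a block, only the 8 libraries compared, each line alone, and each library left out in turn. For lists they also included fry and, for the interferon list, removal of the genes of Supplementary Fig. 4b. For clustering they were edgeR log2 CPM, average and Ward linkage, the 500 most variable genes and no filter. The lists, thresholds, comparisons and these alternatives were set before the data were examined, though after the paper had been read. Added afterwards were limma-trend on the rlog values, a block with the ANS4 BMP/FGF replicate numbers crossed, the interaction settings for list medians, and the neuroblast and young neuron list. The replicate block was run beside the fit without it because the paper does not say whether replicate numbers mark cultures treated together.

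The steps were tested on simulated data made from these counts. With 200 genes changed, edgeR recovered 192 with 8 false calls, DESeq2 189 with 8 and limma-trend on log2 values 193 with 13. Limma-trend on rlog values was not among the steps simulated. The interaction test recovered 161 of 198 with 8 false calls, and the pathway test ranked a planted pathway 1 and returned 0 pathways from random genes.

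Experiments of the paper other than RNA-seq are not analysed here, apart from the authors' qPCR values of Fig. 2e and Fig. 4d, which are set beside the RNA-seq.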

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

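All tests in this part, namely the correlation between replicates of the line difference, the neuroblast list, strain variants, matched lists, thinned libraries and list splits, were chosen only after the results were seen.

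In each of 216 groups of 4 libraries (a named gene or the library totals in a condition), the distance of the most remote library from its neighbour was divided by the range. In 13 groups this ratio (Dixon's) passed its critical value for 4 libraries, where 10.8 were expected by chance. These were Aurkb in EGF/FGF (0.842; ANS4 replicate 1 at 67.5 CPM, the others 78.0 to 80.0), Cd9 in BMP/FGF (0.863; ANS4 replicate 1 at 434, the others 464 to 469), Cdkn1a in BMP/FGF (0.848; BL6 replicate 2 at 128, the others 141 to 143), Dlx5 in EGF/FGF (1, with BL6 replicate 2 at 0.0517 and the others at 0), Foxo3 in BMP (0.860; BL6 replicate 1 at 97.9, the others 85.8 to 87.5) and Id1 in BMP/FGF (0.896; BL6 replicate 1 at 18.6, the others 24.3 to 25.0). The remaining groups were Ifi27l2a in BMP (0.935; ANS4 replicate 1 at 1.27, the others 0.622 to 0.664), Mx2 in BMP/FGF (0.853; BL6 replicate 1 at 17.6, the others 21.6 to 22.3), Myc in BMP/FGF (0.904; ANS4 replicate 2 at 37.3, the others 40.9 to 41.3), Rarres2 in BMP/FGF (0.972; BL6 replicate 1 at 12.7, the others 11.5 to 11.6), Sox2 in BMP/FGF (0.856; ANS4 replicate 2 at 714, the others 654 to 662), Tgfa in EGF/FGF (0.845; ANS4 replicate 2 at 3.20, the others 1.55 to 1.81) and Thbs1 in BMP/FGF (0.869; ANS4 replicate 2 at 0.593, the others 1.06 to 1.13). The libraries differ from gene to gene, and no cause was tested for any of them.

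The change from BMP to BMP/FGF differed between the lines in 1801 genes, and in 20 of 71 named genes tested for it. The differences, BL6 minus ANS4 in log2 fold change, were 0.68 for Oasl2, 0.55 for Bst2, 0.53 for Lgals9, 0.92 for Ifi44, 0.42 for Ifit1, 0.65 for Irf7, 0.59 for Usp18, 0.61 for Fabp7, 1.08 for Hes5, 0.49 for Notch2, 0.39 for Egfr and 0.39 for Hbegf, and −0.64 for Ccnd1, −1.31 for Dlx5, −0.90 for Erbb4, −0.41 for Mcm2, −1.15 for Mki67, −0.92 for Myc, −0.80 for Pdgfra and −0.94 for Tgfa. Medians of the lists differed by 0.33 for interferon-stimulated genes, 0.52 for cholesterol synthesis, −0.50 for proliferation, −0.19 for FGF/MAPK feedback, 0.22 for BMP targets and −0.80 for neuroblast and young neuron genes.

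A single deviating library would leave the line difference uncorrelated between replicates. The line difference from replicate 1 and the line difference from replicate 2 correlated at 0.621 across 9967 genes, which goes against that explanation. More neuroblast-like RNA in the BL6 BMP cultures would make the neuroblast list fall further in BL6, and its median line difference was −0.80 (−0.71 in replicate 1 and −0.87 in replicate 2, 13 of 14 genes), so this prediction was met. The list was written after the line difference had been seen in Elavl3, Gad1, Dlx1 and Crmp1, which it leaves out along with the genes among the 5 largest falls. Line differences and list come from the same libraries, and the explanation therefore remains a hypothesis. Strain variants against the reference would place line differences among genes whose levels already differ in EGF/FGF. Of 9786 genes with near-equal EGF/FGF levels (under 0.5 log2 apart), 15.8% had a line difference, against 34.8% of 181 others, so the shares met the prediction. By number, however, 1546 of the genes with a line difference in this set have near-equal levels and 63 do not. Reads lost to a variant in every condition of a line would also leave the fold change as it is, so the shares do not decide for or against strain variants. The fall of the neuroblast list in BL6 cannot be told apart from neuroblast-like RNA in BL6 BMP cultures. The neuroblast list has no bearing on the line differences of the other lists. Counts of DCX-positive cells in both lines after 3 days in BMP would test this explanation.

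Several lists outside the interferon signature changed between BMP and BMP/FGF. Cholesterol synthesis genes rose by a median of 0.95, FGF/MAPK feedback genes by 0.73, and medians of proliferation genes (−0.89), BMP targets (−0.49) and neuroblast and young neuron genes (−1.05) were lower. Of 10000 lists matched on GC content, transcript length and expression, 0% had a median as large, and 0.01% for BMP targets, which goes against GC content or gene length bias. With every library thinned to 18069052 counts the medians were 0.94, 0.73, −0.89, −0.49 and −1.05 in the same order. The totals were close to each other before thinning, so this check of sequencing depth left little room for a change.

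When the libraries of BMP and BMP/FGF were divided anew by exchanging labels within a line and replicate number, 8 splits were possible, and for each of these lists only 1 split, the real one, gave a median as large. The smallest share such splits can give is 0.125, so this test had no outcome that would exclude chance, and nothing is concluded from it. Largest absolute medians of the other splits were 0.61 for cholesterol synthesis, 0.59 for proliferation, 0.38 for FGF/MAPK feedback, 0.28 for BMP targets and 0.78 for the neuroblast list.

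Neuroblast and young neuron genes were also higher in BMP than in EGF/FGF, by 0.89 in ANS4 and 1.02 in BL6. In BMP/FGF they were higher than in EGF/FGF by 1.04 in ANS4 and 1.19 in BL6, although 12 of the 14 genes were lower in BMP/FGF than in BMP and 1 was higher: the medians fall on different genes and are not comparable with each other. RNA from neuroblast-like cells in the BMP cultures would give a rise in both lines, but so would expression of these genes by the quiescent cells, and the value does not tell the 2 apart. A smaller share of such cells in BMP/FGF was not separated from a change within cells.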

How the results depend on the processing

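The settings chosen only after the results were seen were limma-trend on the deposited rlog values, the block with the ANS4 BMP/FGF replicate numbers crossed, and all settings for the neuroblast list and the line differences of list medians. Every other setting was fixed before the data were examined. Of those fixed, 3 were not run: limma-trend on log2 of the normalised values with a small constant added and clustering on the same, because that table already holds rlog values, and the interaction without a line term, which does not exist. The cause was not tested for any of the changes given here.

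Genes higher in BMP/FGF past the threshold numbered 120. Limma-trend on rlog values gave 39, and other settings gave 94 (the 8 libraries alone) to 163 (BL6 alone). Of the genes each setting called, those shared with the 120 were 94 of 94 with the 8 libraries alone, 111 of 111 with library size only, 118 of 118 with the DESeq2 Wald test, 116 of 155 without the filter, 86 of 120 in ANS4 alone and 98 of 163 in BL6 alone. Lower genes numbered 91, and 168 without the filter (89 shared), 204 in BL6 alone (77 shared), 88 in ANS4 alone (54 shared) and 26 with limma-trend on rlog values (25 shared). With any library left out, 116 to 129 genes were higher and 88 to 128 lower. Genes differing at any fold change numbered 5513. Other settings gave 4783 (ANS4 alone) to 5557 (library size only), and leaving out any library gave 4604 to 5356. Limma-trend on rlog values gave 5206, of which 5055 were among the 5513. That setting therefore changed the numbers past the threshold far more than the number of differing genes. Library size only moved the balance most, with 39.1% of differing genes higher in place of 48.5%.

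The replicate block gave 118 higher and 90 lower genes, and crossing the ANS4 BMP/FGF numbers gave 118 and 91. The BMP/FGF against BMP median of BMP targets under the block was −0.47 (FDR = 0.0159).

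Reactome pathways among the higher genes numbered 5, with 8 in BL6 alone, 106 without a fold-change threshold, and 3 to 7 with any library left out. Among the lower genes there were 0 (20 at unadjusted p under 0.05), with 2 in ANS4 alone, 6 in BL6 alone, 33 without a fold-change threshold, and 0 to 0 with any library left out.

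Genes past the threshold numbered 2370 between BMP and EGF/FGF and 2223 between BMP/FGF and EGF/FGF. These became 1509 and 1366 with limma-trend on rlog values. The number of Supplementary Fig. 4b genes higher in BMP/FGF than in BMP at FDR under 0.05, 39, and the grouping of libraries by condition were the same in every setting. The authors had selected the 39 genes from the same libraries, so their number is no independent check.

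The median of BMP targets (−0.49, FDR = 0.0186) was −0.55 in BL6 alone with FDR = 0.431, whereas every other setting gave 0.000126 to 0.0406. With any library left out it ran from −0.55 to −0.47, with a highest FDR of 0.0560 at −0.49 without ANS4 BMP/FGF replicate 2. List medians against EGF/FGF and the line differences of list medians held their direction and significance in all 230 combinations run with a setting or a left-out library.

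Of 72 named genes, a change of direction was seen in a few. In ANS4 alone Gli3 (0.18 with both lines) was −0.042, Rarres2 (0.06) −0.17, Myc (−0.23) 0.27 with FDR = 0.0198 (8.94e-05 to 0.416 over its settings), Jak2 (−0.02) 0.062, Socs5 (0.06) −0.054 and Tgfa (−0.50) 0.0088. In BL6 alone Nr2e1 (0.04) was −0.060, Jak1 (−0.02) 0.081, Egf (0.16) −0.086 and Hbegf (−0.15) 0.039. With any library left out Rarres2 ran from −0.018 to 0.12, Ifngr2 (−0.03) from −0.077 to 0.00032, Jak1 from −0.065 to 0.015 and Jak2 from −0.049 to 0.037. Apart from Myc in ANS4, none of these had FDR under 0.05 in the direction opposite to that with both lines. By setting, 70 of 72 genes were unchanged with DESeq2's size factors, 64 with library size only, 67 with the DESeq2 Wald test, 54 in ANS4 alone and 59 in BL6 alone. Lrig1 held its direction and FDR under 0.05 in all 11 settings, between 0.27 and 0.45, and with any library left out between 0.32 and 0.41.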

Differences from the paper's values

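The values compared with the paper were the genes of Supplementary Fig. 4b and the number of genes behind Fig. 4b. The paper draws 40 genes in Supplementary Fig. 4b, and 39 were matched and higher. The gene ratios of Fig. 4b correspond to about 100 annotated genes, whereas the 120 genes higher past the threshold here include those without an annotation, so the 2 numbers do not count the same thing. The settings without the filter (155), with BL6 alone (163) and with limma-trend on rlog values (39) moved away from that number, and the 8 libraries alone (94) came nearest.

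The paper calls the genes of Supplementary Fig. 4b the top 40 most significantly differentially expressed. By p over all genes, edgeR's first 40 were 26 higher and 14 lower with 13 in the figure, and DESeq2's were 25 and 15 with 11. Restricting to genes above 1.5 and ranking by p gave 31 with edgeR and 30 with DESeq2, ranking those past 1.5 in either direction gave 22 with both, and ranking by fold change gave 19 and 18. No ranking that was run returned all 39 matched genes.

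The legend of Fig. 4c speaks of the top significant genes. Of its 28 tested genes, 9 were higher in BMP/FGF than in BMP, 11 lower and 8 not different. Between BMP and EGF/FGF, 15 were higher and 12 lower. The legend does not state the comparison meant, and no ranking over all conditions was run. Only Fabp7 passed the 1.5 threshold between BMP/FGF and BMP.

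The paper reports that only immune terms were enriched in p-qNSCs. At its fold-change threshold the 5 enriched Reactome pathways were all interferon or cytokine pathways. Without the threshold 106 were enriched, of which 3 were interferon or cytokine pathways by name. The lowest FDR (9.13e-10 each) belonged to immune pathways: ER-Phagosome pathway (44 of 71 genes), Class I MHC mediated antigen processing & presentation (51 of 90) and Antigen processing-Cross presentation (45 of 75). Outside the immune pathways were Translation (67 of 139, FDR = 3.71e-09) and Cholesterol biosynthesis (19 of 22, FDR = 5.82e-08), while Interferon Signaling had 47 of 94 (FDR = 6.24e-07). Among the 120 genes Cholesterol biosynthesis had 2 of 22 genes (FDR = 1).

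The paper reports Id1 among markers that its qPCR of Fig. 2e shows typically higher in BMP/FGF than in BMP. In the RNA-seq Id1 was lower (−0.31, FDR = 0.0134; −0.39 to −0.22 over the alternatives, with adjusted p 0.00444 to 0.195), and no setting gave a rise. In BMP/FGF it stood at 18.6 CPM in BL6 replicate 1 and at 24.3 to 25.0 in the other libraries. Hes5 rose as in the qPCR (0.81, FDR = 0.00170). It ran from 0.32 in ANS4 alone to 1.39 in BL6 alone, with adjusted p 3.29e-05 to 0.188 over the alternatives. The paper describes Hes5 as highly expressed in quiescence conditions. Against EGF/FGF, however, it was lower both in BMP (−1.22, FDR = 4.05e-06) and in BMP/FGF (−0.42, FDR = 0.0272).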

Other observations

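Chosen before the data were examined were the comparison of microglia markers between BMP/FGF and BMP, the interferon ligand counts, the matched lists for interferon-stimulated genes and the splits for the 3 counts of differing genes. All other tests in this part were chosen only after the results were seen.

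Interferon-stimulated genes were higher in BMP/FGF than in BMP, and several technical explanations were tested for this. RNA from microglia or other immune cells in the BMP/FGF libraries would raise microglia markers, and their summed CPM was higher by 0.57 log2 (7.06 CPM on average in BMP and 10.5 in BMP/FGF), so the prediction was met. By line, however, the markers went from 5.81 and 6.93 CPM to 11.2 and 11.9 in ANS4 and from 7.70 and 7.79 to 9.16 and 9.67 in BL6, whereas the interferon median rose more in BL6 (1.30) than in ANS4 (1.02). Judged over all 3 conditions, immune cells would make the markers highest where the interferon list is highest, but they were higher in EGF/FGF than in BMP/FGF by 0.59 log2, which goes against it because the interferon list was lowest in EGF/FGF. The summed markers therefore did not follow the order of the 3 conditions in the interferon list. The sum is small, covers 6 of 12 listed markers, and its members disagreed. Aif1, Ptprc, C1qa, C1qb, C1qc and Tyrobp were absent from the deposited counts. Whether they were absent for lack of reads is not stated, so their absence was not read as a level. Of 3 markers tested singly, 1 was higher in BMP/FGF than in EGF/FGF (0.79 log2) and 2 were lower. Immune cells are therefore not excluded. Staining for IBA1 in the cultures would test for such cells directly.

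Interferon ligand RNA made by the cells would give ligand counts, and the highest summed interferon ligand count of any library was 1. The sum covers the 1 gene in the table out of 20 looked up, so it speaks for that gene only and leaves the explanation undecided for the rest. GC content or gene length bias would give matched lists with similar medians, but 0% of them had a median as large as the interferon list's. A difference in sequencing depth would lower the median once libraries are thinned to equal totals, and it was then 1.11 (with 5482 differing genes, 123 higher and 92 lower past the threshold), but the totals were already close and the check left little room for a change. Reads shared between paralogs would confine the rise to multigene families, but the 36 members outside such families had a median of 0.93 and 33 of them were higher.

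Exchanging labels of same-numbered libraries within a line gave 8 splits for each comparison. Only 1 split, the real one, gave as many genes differing between BMP/FGF and BMP, between BMP and EGF/FGF, or between BMP/FGF and EGF/FGF, and only 1 as many genes higher or lower past the threshold, as many Reactome pathways among the higher genes, or as large an interferon median. The other 7 splits gave 0 genes each at FDR under 0.05 (89 to 2292 at unadjusted p under 0.05 for BMP/FGF against BMP, 17 to 982 for BMP against EGF/FGF and 9 to 952 for BMP/FGF against EGF/FGF), and interferon medians of at most 0.66. The smallest share these splits can give is 0.125, so the test had no outcome that would exclude chance, and nothing is concluded from the share.

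The authors' qPCR of Fig. 2e and Fig. 4d covers 18 genes in 3 experiments, and 10 of the 18 had the same direction between BMP/FGF and BMP as in the RNA-seq. In 6 genes the qPCR values of the conditions did not overlap, and 4 of these, Lrig1 among them, had the same direction. Across genes the log2 ratios correlated at 0.262 (Pearson, permutation test, 100000 resamples, two-sided, p = 0.298, adjusted p = 0.518) and 0.160 (Spearman, permutation test, two-sided, p = 0.518). Genes are not independent replicates, so these p values describe the panel only. For Lrig1 the qPCR ratio was 0.78 log2.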
